# Collectin-11 promotes cancer cell proliferation and tumor growth

**DOI:** 10.1172/jci.insight.159452

**Published:** 2023-03-08

**Authors:** Jia-Xing Wang, Bo Cao, Ning Ma, Kun-Yi Wu, Wan-Bing Chen, Weiju Wu, Xia Dong, Cheng-Fei Liu, Ya-Feng Gao, Teng-Yue Diao, Xiao-Yun Min, Qing Yong, Zong-Fang Li, Wuding Zhou, Ke Li

**Keywords:** Immunology, Oncology, Cancer, Macrophages, Melanoma

## Abstract

Collectin-11 (CL-11) is a recently described soluble C-type lectin that has distinct roles in embryonic development, host defence, autoimmunity, and fibrosis. Here we report that CL-11 also plays an important role in cancer cell proliferation and tumor growth. Melanoma growth was found to be suppressed in *Colec11*^–/–^ mice in a s.c. B16 melanoma model. Cellular and molecular analyses revealed that CL-11 is essential for melanoma cell proliferation, angiogenesis, establishment of more immunosuppressive tumor microenvironment, and the reprogramming of macrophages to M2 phenotype within melanomas. In vitro analysis revealed that CL-11 can activate tyrosine kinase receptors (EGFR, HER3) and ERK, JNK, and AKT signaling pathways and has a direct stimulatory effect on murine melanoma cell proliferation. Furthermore, blockade of CL-11 (treatment with L-fucose) inhibited melanoma growth in mice. Analysis of open data sets revealed that *COLEC11* gene expression is upregulated in human melanomas and that high *COLEC11* expression has a trend toward poor survival. CL-11 also had direct stimulatory effects on human tumor cell proliferation in melanoma and several other types of cancer cells in vitro. Overall, our findings provide the first evidence to our knowledge that CL-11 is a key tumor growth–promoting protein and a promising therapeutic target in tumor growth.

## Introduction

Collectins are group of soluble C-type lectins that represent an important group of pattern-recognition molecules. Collectins are composed of a carbohydrate-recognition domain, a neck region, and a collagen-like region, and they are involved in carbohydrate recognition and innate immunity (1, 2). Collectins can bind to carbohydrate structures on pathogens to enhance phagocytosis of pathogen by phagocytes. Some of collectins can also trigger the lectin pathway of complement activation and generate complement effector functions (3, 4). Mannose-binding lectin (MBL) and lung surfactant proteins (SP-A, SP-D) are well known members among the group.

Collectin-11 (CL-11, also known as CL-K1 and encoded by *COLEC11*) is a recently described member of the collectin family. CL-11 displays structural similarities with other collectins but has some distinct features such as having a wide tissue distribution, relatively lower serum concentrations (~300 ng/mL), and the ability to bind a wide range of ligands (5–8). These features lead to suggestions that CL-11 could be involved in a wide range and different types of cellular processes through local action, and CL-11 produced by different tissues/cells can participate in those cellular processes. CL-11 is highly conserved among species; human and mice are 92% homologous at the amino acid level (6). Carbohydrate specificity studies have shown that CL-11 preferentially binds to fucose, mannose, and high-mannose oligosaccharides present on both self- and non–self-structures (6, 8, 9). CL-11 has been shown to play important roles in embryonic development, host defence, debris removal, and regulation of cytokine secretion (10–12). CL-11 has also been shown to contribute to tissue injury and fibrosis in sterile inflammation (13, 14). More recently, in a mouse model of collagen-induced rheumatoid arthritis, we have shown that *Colec11^–/–^* mice developed more severe arthritis than WT littermates. Disease severity was associated with significantly enhanced antigen-presenting cell (APC) activation, Th1/Th17 responses, and pathogenic IgG2a production, as well as elevated circulating levels of inflammatory cytokines, indicating an important role for CL-11 in regulating APC activation and limiting autoimmunity (15). Taken together, these findings suggest that CL-11 is a multifunctional molecule, not only playing roles in homeostasis and host defence, but also participating in the pathogenesis of inflammatory and immunological diseases. So far, it is unknown whether CL-11 plays an important role in tumor growth.

Melanoma is a malignant tumor that arises from uncontrolled proliferation of melanocyte pigment–producing cells (16). Melanoma is a potentially lethal form of cancer that accounts for the majority of skin cancer deaths (17). The worldwide incidence of melanoma has steadily increased over the last several decades (18). Global cases of melanoma skin cancer will reach nearly half a million by 2040, an increase of 62% on 2018 figures (19). In the past decade, new immunotherapies, together with early diagnosis and better prevention, significantly improved cancer treatment. Immune checkpoint blockade (ICB) with monoclonal antibodies directed at the inhibitory immune receptors CTLA-4, PD-1, and PD-L1 has emerged as a successful treatment approach for patients with melanoma and other cancers (20, 21). However, these immunotherapies have only shown significant benefit for a minority of patients; the general toxicity- and immune-related adverse effects seen in the majority of patients who receive the combination therapies significantly limit their clinical use (22). Therefore, better understanding of the immunological mechanisms involved in cancer cell proliferation and tumor growth, and identifying novel tumor growth promoting molecules, are a still unmet need.

Given the role of CL-11 in stimulating fibroblast proliferation, immune regulation, and suppressing autoimmunity (12, 14, 15), we hypothesized that CL-11 may play important roles in tumor cell proliferation and tumor growth. Mouse melanoma models have been widely used for studying tumor growth, regulating tumor microenvironment (TME) and immune responses to tumors, and evaluating the efficacy in cancer therapies (23). In the present study, we employed a murine s.c. B16 melanoma model (24) combining *Colec11^–/–^* mice (25) and blockade of CL-11 with its preferential ligand approaches to determine the roles of CL-11 in melanoma cell proliferation and tumor growth. The effect of CL-11 in tumor growth was also assessed in a more clinically relevant model using YUMM1.7 murine melanoma cell line (26). We also investigated the underlying mechanisms by which CL-11 promotes tumor growth. Specifically, we explored the direct effect of CL-11 on melanoma cell proliferation and the involved receptors/signal transduction pathways and investigated the influence of CL-11 on immunosuppressive TME. Furthermore, we evaluated the relevance of CL-11 in human melanomas by analyzing *COLEC11* gene expression in human melanomas and its association with patient survival using several open data sets and assessing whether CL-11 has stimulatory effects on human melanoma cells in vitro. Moreover, we assessed the generality of CL-11 in cancer cell proliferation by examining the effects of CL-11 on cell proliferation in several human cancer cell lines in vitro.

## Results

### Melanoma growth is suppressed in Colec11^–/–^ mice.

To determine the role of CL-11 in tumor growth, we assessed tumor growth in *Colec11^–/–^* mice and their WT littermates after s.c. inoculation with B16 melanoma cells by performing bioluminescence imaging and measuring tumor volume and weight (Figure 1A). Bioluminescence imaging was performed in living animals 14 days after the inoculation of luciferase-labeled melanoma cells. *Colec11^–/–^* mice had significantly reduced tumor burden compared with WT mice (Figure 1, B and C). Tumor volume changes was measured in living animals daily from day 6 (d6) to d14 after the inoculation; tumor weight was measured in excised melanomas at the end time point (d14). The tumor volume and weight were significantly reduced in *Colec11^–/–^* mice compared with WT mice (Figure 1, D–F). Similar results were observed when the YUMM1.7 melanoma model was used (Figure 1, G–I). These results demonstrate that melanoma growth is suppressed in *Colec11^–/–^* mice, indicating a role for CL-11 in promoting tumor growth.

### Colec11^–/–^ mice have reduced melanoma cell proliferation and angiogenesis.

Tumor cell proliferation and angiogenesis are among the hallmarks of tumor growth; we therefore examined these 2 parameters in excised melanomas (d14). Tumor cell proliferation was assessed by immunochemical staining of Ki67 and CD45 (used for identifying/excluding non-B16 cells). Compared with WT mice, *Colec11^–/–^* mice displayed a significant reduction of Ki67^+^ cells in the tumor core, most of the Ki67^+^ staining was not associated with CD45^+^ staining, confirming that Ki67^+^ cells are mainly tumor cells (Figure 2, A and B). Angiogenesis was assessed by immunochemical staining of endothelial markers (CD31, von Willebrand factor [VWF]). CD31 and VWF were markedly reduced in melanomas of *Colec11^–/–^* mice compared with WT mice. CD31 is an adhesion molecule and is expressed on endothelial cells, while VWF is stored in Weibel-Palade bodies of endothelial cells, which are released upon endothelial cell activation. Accordingly, different patterns of endothelial staining were observed, while CD31 was mainly detected on larger vessels, and VWF seemed mainly on smaller vessels (Figure 2, C and D). These results demonstrate that *Colec11^–/–^* mice have reduced melanoma cell proliferation and angiogenesis, indicating that CL-11 is required for tumor cell proliferation and angiogenesis.

### Detection of CL-11 in melanomas.

In order to understand how CL-11 influences tumor growth, we examined whether CL-11 is present within melanomas, whether CL-11 can be produced locally, and their cellular sources. We performed IHC staining of CL-11 in melanomas of WT and *Colec11^–/–^* mice to evaluate protein expression. CL-11 was abundantly detected in the melanomas of WT mice, while it was detected much less in the melanomas of *Colec11^–/–^* mice (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.159452DS1). It is known that CL-11 can be produced by a wide variety of tissues/cell types, including skin, spleen, bone marrow, and lymph node (27); in the circulation, CL-11 is often complexed with another collectin (CL-10) forming high-order oligomers at sizes up to 750 kDa that may not be sufficiently extravasated (28). Therefore, it is conceivable that immune-infiltrating cells and nonimmune cells within melanomas could contribute to the local pool of CL-11. We therefore assessed local production of CL-11 and their cellular sources. Quantitative PCR (qPCR) showed that *Colec11* mRNA was detected in the melanomas of both WT and *Colec11^–/–^* mice; however, significantly higher expression was observed in WT mice, compared with *Colec11^–/–^* mice (Supplemental Figure 1B). Costaining of CL-11 and CD45 showed that, in the melanomas of WT mice, the majority of CD45^+^ cells were positively stained with CL-11, whereas in the melanomas of *Colec11^–/–^* mice, CD45^+^ cells appeared to be negative for CL-11 staining (Supplemental Figure 1C). Cellular sources of CL-11 in the melanoma were further analyzed by qPCR in CD45^+^ (immune-infiltrating) cells and CD45^–^ (nonimmune) cells obtained from melanomas of WT and *Colec11^–/–^* mice by FACS. In the cell preparations from WT mice, *Colec11* mRNA was mainly detected in CD45^+^ cells, while it was detected at very low levels in CD45^–^ cells. In the cell preparations from *Colec11^–/–^* mice, no *Colec11* mRNA was detected in CD45^+^ cells, and — just as in WT mice — only very low levels were detected in CD45^–^ cells, implying there is a small amount of CL-11 being produced by melanoma cells (Supplemental Figure 1D). Collectively, these results demonstrate that CL-11 — which can be produced locally — is present in the melanomas; CD45^+^ infiltrating leukocytes are the major cellular source of CL-11 in the melanoma; and melanoma cell can produce small amount of CL-11.

### Colec11^–/–^ mice exhibit less immunosuppressive TME.

The TME is an important regulator of tumor growth. Although, in general, the TME exhibits immunosuppressive features, it could be more or less immunosuppressive, depending on cancer-immunoediting processes that could potentially be regulated by factors in the TME. Therefore, we investigated whether CL-11 has an effect on the TME. In doing this, we performed several cellular and molecule analyses using excised B16 melanomas from WT and *Colec11^–/–^* mice to assess: (a) composition of tumor-infiltrating leukocytes, (b) intratumor gene expression of cytokines/chemokines, and (c) phenotype of tumor-associated macrophages (TAMs).

The composition of tumor-infiltrating leukocytes in melanomas was evaluated by flow cytometry and immunochemical staining. Flow cytometry analysis showed that the percentage of tumor-infiltrating CD45^+^ cells was comparable between WT and *Colec11^–/–^* mice (Figure 3A). However, the subsets of CD45^+^ cells were markedly different between the 2 groups of mice. Compared with WT mice, *Colec11^–/–^* mice had higher proportions of lymphocytes (CD4^+^, CD8^+^, NK1.1^+^) and lower proportions of myeloid lineage cells (CD11b^+^, CD11b^+^Ly6G^+^, CD11b^+^Ly6G^–^Ly6G^+^) (Figure 3B). A lower percentage of CD25^+^ cells within the CD4^+^ T cell compartment was detected in melanomas of *Colec11^–/–^* mice compared with WT mice (Supplemental Figure 2, A and B). There was no significant difference in CD19^+^ B cells within the CD45^+^ population between the 2 groups of mice (Supplemental Figure 2C). This led to a relatively higher lymphocytes-to-myeloid cells ratio in *Colec11^–/–^* mice than that in WT mice (Figure 3C). The costaining of CD3 and CD11b or CD3 and F4/80 showed that, compared with WT mice, *Colec11^–/–^* mice exhibited clearly more CD3^+^ infiltrates and much less CD11b^+^ and F4/80^+^ infiltrates in the tumor core and in the outskirt of the tumors (Figure 3D). Furthermore, the staining of CD8 showed that, compared with WT mice, *Colec11^–/–^* mice exhibited markedly increased CD8^+^ infiltrates in the tumor core and tumor edge (Figure 3E). More CD3^+^ infiltrates and fewer CD11b^+^ infiltrates were also observed in *Colec11^–/–^* mice when YUMM1.7 melanoma model was used (Supplemental Figure 3). Collectively, these results demonstrate that *Colec11^–/–^* mice have a higher lymphocytes/myeloid lineage cells ratio and a better cytotoxic T cell infiltration in the melanoma.

Intratumor mRNA levels of cytokines/chemokines highly relevant to the TME were analyzed by qPCR. Significantly higher levels of *Ifng*, *Nos2*, *Il12*, *Ccl5*, *Cx3cl1*, and *Cxcl9* — and, by contrast, significantly lower levels of Arg1 — were detected in the melanomas of *Colec11^–/–^* mice, compared with WT mice (Figure 3F). These results demonstrate that the production of cytokines/chemokines having antitumor properties is upregulated in the melanomas of *Colec11^–/–^* mice.

TAMs are considered as main components of the TME and are present in high numbers in the microenvironment of solid tumors. TAMs affect most aspects of tumor cell biology and drive pathological phenomena, including tumor cell proliferation, tumor angiogenesis, invasion, and metastasis, as well as suppression of antitumor immune responses (29). We therefore performed RNA-Seq in TAMs isolated from melanomas of WT and *Colec11^–/–^* mice by sorting CD45^+^F4/80^+^ cells by FACS. 

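RNA of the sorted CD45+F4/80+ cells of B16 melanomas, taken on day 14, was sequenced for 4 WT and 4 Colec11-/- mice with 1 library per mouse, called TAM-WT and TAM-KO as in the paper's discussion. B16 is a pigmented melanoma cell line of C57BL/6 origin, so its tumors grow in these mice without rejection. The authors aligned BGISEQ-500 reads with Bowtie2, estimated the number of reads on each gene with RSEM, and deposited these expected counts with FPKM values. Of the 21051 protein-coding genes listed, 16786 had a value in the 7 libraries other than TAM-KO replicate 1. Reads on genes numbered 16960268, 17122183, 16906782 and 17280267 in TAM-WT replicates 1 to 4, and 16225362, 16739028 and 16994308 in TAM-KO replicates 2 to 4. The table of TAM-KO replicate 1 does not list an unbroken run of 5311 genes, and 4214 of the 16786 genes with a value in the other 7 libraries had no usable value in it. Over the 12572 genes with a value in all 8 libraries, the libraries held from 10061535 to 10607640 reads. Expected counts were rounded to whole numbers and compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment over all 12412 genes tested. Of these genes, 9396 were tested on 4 TAM-WT and 4 TAM-KO libraries, and 3016, which lacked a value in TAM-KO replicate 1, on 4 TAM-WT and 3 TAM-KO libraries. In simulated counts with 200 changed genes, of which 199 were tested, the same test called 96.5% of them. Their fitted log2 fold changes had medians of 1.5 and -1.52, and 18 unchanged genes were called as well. Each gene was drawn independently, without spread that a library shares across genes, so 96.5% is not the power in the real libraries. Colec11, the targeted gene (NCBI gene 71693, chromosome 12), had 1, 4, 0 and 1 counts in TAM-WT replicates 1 to 4 and 1 count in each TAM-KO library, which is too low in both groups to check the genotype from these cells. Libraries of a group differed by more than the sampling noise, with a chi-square per degree of freedom between 6.4 and 31.2 over the pairs, and none was counted as a repeat of another. On the first principal component, which held 57.5% of the variance, TAM-WT and TAM-KO libraries lay on opposite sides.

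**Figure D1:**
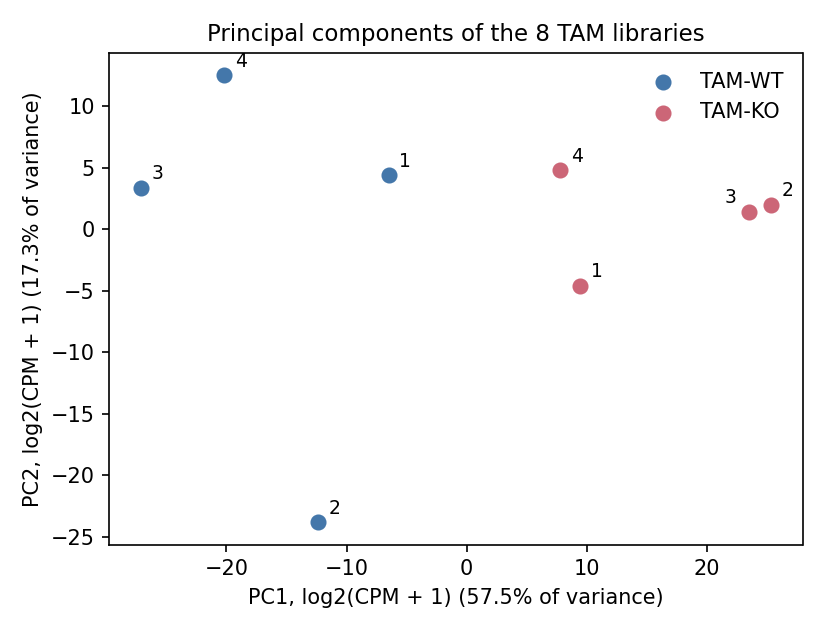
First and second principal components of log2(CPM + 1), where CPM is the count of a gene relative to its library's TMM-normalized total, over the genes with a value in all 8 libraries; each point is 1 library, numbered by replicate. The TAM-WT libraries lie between -27.11 and -6.46 on the first component and the TAM-KO libraries between 7.80 and 25.32.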

RNA-Seq analysis revealed 625 differentially expressed genes (DEGs) (log_2_FC ≥ 1). These genes are mainly classified into “Immune system,” “Signal transduction,” “Signaling molecules and interaction” and “Cancer” pathways (Supplemental Figure 4). 

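With the thresholds of the paper's methods, a fold change of at least 2 and an adjusted p of at most 0.05, edgeR's quasi-likelihood test gave 314 DEGs, of which 175 were higher and 139 lower in TAM-KO. At the adjusted p alone, 1218 genes passed. The number depended most on the threshold for the adjusted p, as 17 DEGs were left at 0.01. Leaving out 1 library at a time gave from 28 DEGs, without TAM-KO replicate 3, to 523 DEGs, without TAM-WT replicate 2, with 32, 59 and 164 DEGs without TAM-KO replicate 2, TAM-WT replicate 3 and TAM-WT replicate 4. Among DEGs with a mean CPM of at least 5 and no overlap between the groups, H2ac7 (NCBI gene 319165, chromosome 13) rose the most, from 1.27 ± 0.496 FPKM (SD, n = 4) in TAM-WT to 172 ± 70.2 FPKM (SD, n = 4) in TAM-KO. Its log2 fold change was 6.94 with a standard error of 0.43 (adjusted p = 2.8e-04 from edgeR). Hal (NCBI gene 15109, chromosome 10) rose from 1.04 ± 0.571 to 122 ± 30.5 FPKM (SD, n = 4 each), a log2 fold change of 6.80 with a standard error of 0.40 (adjusted p = 5.9e-04 from edgeR, on 3 TAM-KO libraries). The next 3 higher genes were Apol9a, Apol9b and Tgtp1, with log2 fold changes of 3.92, 3.61 and 3.42; Apol9a and Apol9b are near-identical copies between which reads could have been split. Among genes lower in TAM-KO, Lyve1 (NCBI gene 114332, chromosome 7) fell from 11.4 ± 2.79 to 1.37 ± 1.33 FPKM (SD, n = 4 each), a log2 fold change of -3.63 with a standard error of 0.69 (adjusted p = 0.0241 from edgeR, on 3 TAM-KO libraries). Its log2 fold change ran from -5.82 without TAM-KO replicate 4 to -3.11 without TAM-KO replicate 3. Ednrb, Slco2b1 and Apoe followed with log2 fold changes of -3.10, -2.68 and -2.55, also on 3 TAM-KO libraries. Lyve1, Ednrb and Slco2b1 each passed in 5 of the 8 fits that left out 1 library. For these 3 genes the fit without TAM-KO replicate 1 changed only the adjustment of p. Their adjusted p from edgeR rose to at most 0.0924, 0.0812 and 0.0752 in these fits. Apoe was at 3024, 2721 and 3497 CPM in TAM-WT replicates 1 to 3 but at 508 CPM in TAM-WT replicate 4, close to the 402 to 424 CPM of the TAM-KO libraries.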

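The deposited tables name KEGG pathways for each gene but not the classes above them, so the DEGs were counted per pathway. A pathway was named for 142 of the 314 DEGs and for 5295 of the 12412 tested genes. Of 336 pathways with at least 5 tested genes, 2 held more DEGs than their share by a hypergeometric test at a false discovery rate of at most 0.05, and 22 at an unadjusted p under 0.05. Cytokine-cytokine receptor interaction held 19 DEGs where 4.0 were expected from its 149 tested genes (adjusted p = 3.5e-06, hypergeometric test with Benjamini-Hochberg adjustment), with 8 DEGs higher and 11 lower in TAM-KO. Complement and coagulation cascades held 10 DEGs where 1.07 were expected from its 40 tested genes (adjusted p = 1.0e-05, same test), with 4 higher and 6 lower. With all annotated genes as the background, 2 pathways passed as well. Of the 20 pathways drawn in Supplemental Figure 4B, 9 had an unadjusted p under 0.05 and these 2 passed the adjustment. Chemokine signaling pathway, with 9 DEGs, and T cell receptor signaling pathway were among those that did not pass the adjustment.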

DEGs in Immune system and Cancer pathways were further analyzed focusing on genes involved in tumor progression/invasion/metastasis and MΦ phenotype. Compared with TAMs from WT mice, TAMs from *Colec11^–/–^* mice exhibited: (a) a lower expression of genes coding for procancer molecules (*Spp1, Igf1, Plgs2, Plau, Ctsk, Areg, Hbegf, Il1a, Il1b*); (b) a lower expression of genes coding for chemoattractant of myeloid-derived suppressor cells (MDSC) and neutrophil (*Cxcl1, Cxcl2, Cxcl12, Cxcl3, Pbbp*) and MO/MF (*Ccl3, Ccl4, Ccl6, Ccl12*) and, by contrast, a higher expression of genes coding for potent chemoattractant of T cell and NK cell (Cxcl9, Ccl5); and (c) a higher expression of M1 marker genes (*H2.Aa, H2.Ab1, H2.Eb1, H2.DMa, Fcgg4, CD64, Stat1, Stat2, Socs1, Ifng*) and, by contrast, a lower expression of M2 marker genes (*Cd36, Cd163, Cd206, Cd14, Il10*) (Figure 4, A and B). These results demonstrate that TAMs from *Colec11^–/–^* mice exhibit less immunosuppressive and tumor-suppressing features, while TAMs from WT mice exhibit more immunosuppressive and tumor-promoting features.

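The 35 genes of these lists were looked up by their official symbols, with Plgs2, Pbbp, Fcgg4, CD64 and Cd206 read as Ptgs2, Ppbp, Fcgr4, Fcgr1 and Mrc1. Cxcl12 had at most 2 counts in any library and was not tested. Each of the other 34 genes moved in the stated direction, and 16 of them passed an adjusted p of at most 0.05 over all genes in edgeR's quasi-likelihood test. When p was adjusted over the list alone, 29 genes passed, which is not independent evidence because the lists were chosen on these samples. Of the 16 genes, 15 also changed at least 2-fold, the exception being Stat2. The genes that passed were 5 of 9 procancer genes, 4 of 9 myeloid chemoattractants, 0 of 2 T cell and NK cell chemoattractants, 4 of 10 M1 markers and 3 of 5 M2 markers. For 19 of the 34 genes only 3 TAM-KO libraries entered the test, although their FPKM means hold 4 TAM-KO values. For these 19 genes the fit without TAM-KO replicate 1 changed only the adjustment of p. The number of genes that passed moved from 16 to 1 without TAM-WT replicate 3 or without TAM-KO replicate 3, to 2 without TAM-KO replicate 2, to 7 without TAM-WT replicate 4, and to 25 without TAM-WT replicate 1. Cd163 was the only one of the 34 to pass in each of the 8 fits that left out 1 library.

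**Figure D2:**
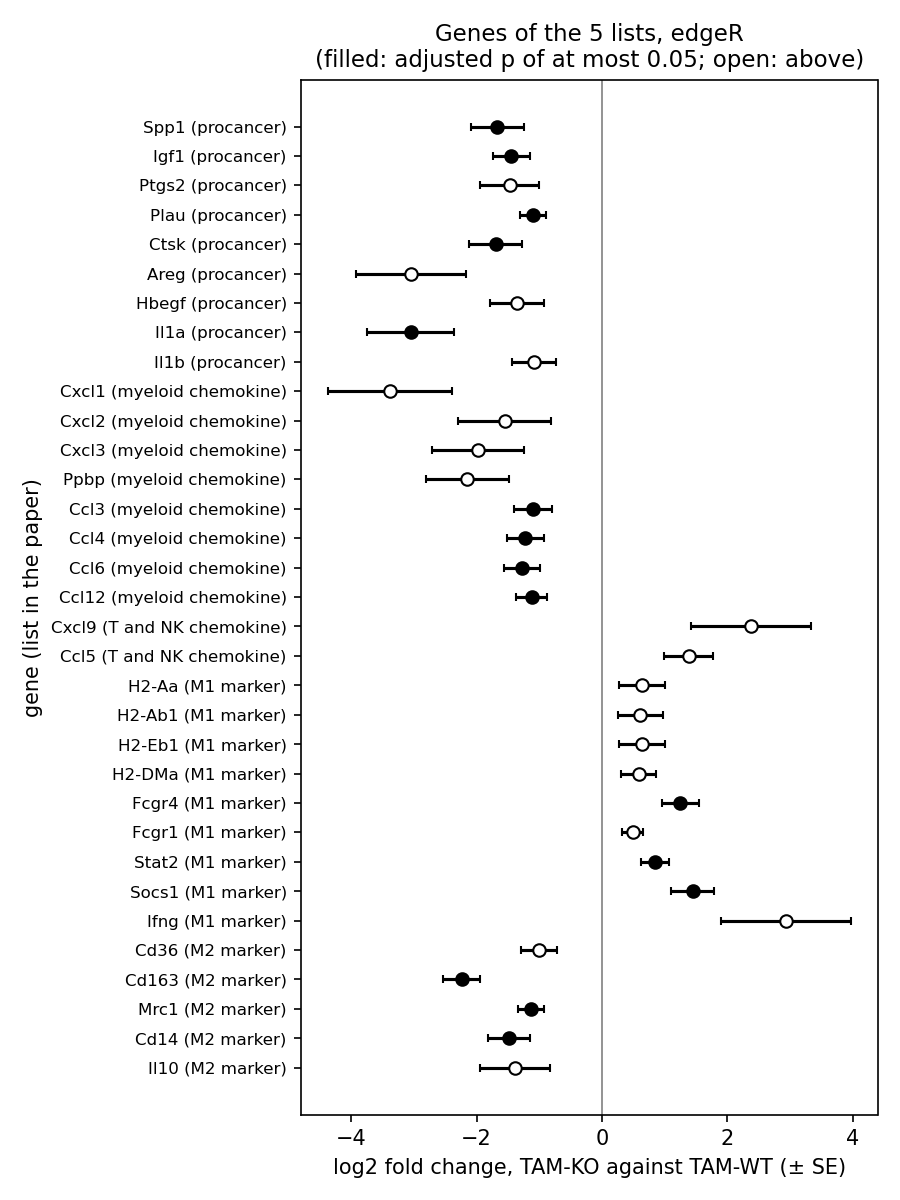
Log2 fold change of TAM-KO against TAM-WT for 33 genes of the 5 lists, with bars for the standard error from edgeR; filled points have an adjusted p of at most 0.05 and open points do not. The points run from -3.38 for Cxcl1 to 2.94 for Ifng, and the 15 filled points lie on both sides of 0.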

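Cd163 (NCBI gene 93671, chromosome 6), a scavenger receptor used as an M2 marker, was at 6.85 ± 1.49 FPKM (SD, n = 4) in TAM-WT and 1.59 ± 0.756 FPKM (SD, n = 4) in TAM-KO, a log2 fold change of -2.24 with a standard error of 0.30 (adjusted p = 0.00933 from edgeR's quasi-likelihood test). Mrc1 (NCBI gene 17533, chromosome 2), which encodes CD206, fell from 452 ± 14.7 to 233 ± 58.0 FPKM (SD, n = 4 each), a log2 fold change of -1.13 with a standard error of 0.20 (adjusted p = 0.0219 from edgeR, on 3 TAM-KO libraries). Cd14 fell from 220 ± 58.5 to 99.5 ± 41.9 FPKM (SD, n = 4 each), with an adjusted p of 0.0356 from edgeR on 3 TAM-KO libraries. For Cd14, TAM-KO replicate 1, left out of the test, was at 145 FPKM, close to 147 FPKM in TAM-WT replicate 1. Among the M1 markers, Fcgr4 (NCBI gene 246256, chromosome 1) rose from 54.3 ± 19.4 to 139 ± 50.3 FPKM (SD, n = 4 each), a log2 fold change of 1.25 with a standard error of 0.29 (adjusted p = 0.0326 from edgeR). Socs1 and Stat2 rose by log2 fold changes of 1.45 and 0.85, with adjusted p of 0.0393 and 0.0442 from edgeR. Socs1 was tested on 3 TAM-KO libraries. Mrc1, Cd14, Fcgr4, Socs1 and Stat2 did not pass without TAM-WT replicate 3, without TAM-KO replicate 2 or without TAM-KO replicate 3. From the lower procancer, myeloid chemoattractant and M2 genes and the higher T cell and NK cell chemoattractant and M1 genes in TAM-KO, the paper concludes that TAMs of Colec11-/- mice have less immunosuppressive and tumor-suppressing features and TAMs of WT mice more immunosuppressive and tumor-promoting ones.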

M1/M2 phenotypes of TAMs in the melanomas of WT and *Colec11^–/–^* mice were further evaluated by IHC costaining of CD206/CD68 or H2-Ab1/CD68. Costaining analysis of CD206/CD68 showed that the melanomas of *Colec11^–/–^* mice exhibited lower numbers of CD68^+^ cells than WT controls. Although the percentage of CD206^+^ cells in CD68^+^ cells had no difference between the 2 groups (as almost all of CD68^+^ cells in both WT and *Colec11^–/–^* mice were positive for CD206), the fluorescence intensity of CD206 in CD68^+^ cells was lower in the melanomas of *Colec11^–/–^* mice than WT controls (Figure 5, A and B). Costaining analysis of MHC class II (H2-Ab1)/CD68 showed that the melanomas of *Colec11^–/–^* mice exhibited lower numbers of CD68^+^ cells again but higher percentage of H2-Ab1^+^ cells and higher intensity of H2-Ab1 in CD68^+^ cells than WT controls (Figure 5, C and D). These results are consistent with gene expression data in RNA-Seq analysis indicating that CL-11 deficiency leads to reprogramming TAMs to M1-like macrophages. Similar results were observed when the YUMM1.7 melanoma model was used (Figure 5, E and F).

Collectively, the above results demonstrate that the TME in *Colec11^–/–^* mice is less immunosuppressive, indicating that CL-11 is required for establishment of more immunosuppressive TME.

### CL-11 induces mitogenic kinase signaling and stimulates melanoma cell proliferation in vitro.

Having demonstrated that CL-11 is required for melanoma cell proliferation and tumor growth in vivo, next we investigated whether CL-11 has a direct stimulatory effect in melanoma cell proliferation in vitro. We first confirmed the binding of CL-11 to B16 melanoma cells by immunochemical staining (Figure 6A). We then performed EdU proliferation assay in B16 melanoma cells following the treatment with murine recombinant CL-11 (rCL-11). Initial-dose titration experiments showed that addition of rCL-11 (at different concentrations, 300–1,200 ng/mL) into melanoma cell cultures clearly increased cell proliferation rate and total cell numbers, with a maximal increase at 1,200 ng/mL (Figure 6, B and C). The stimulatory effect of CL-11 on melanoma cell proliferation was further confirmed by repeating the assay with a concentration of rCL-11 at 1,200 ng/mL (Figure 6, D and E). These results clearly demonstrate that CL-11 has a direct stimulatory effect on melanoma cell proliferation.

Activation of mitogen-activated protein kinase (MAPK) and PI3K/AKT signaling pathways play essential roles in cell proliferation. We therefore sought to investigate whether CL-11 has effects on the activation of these signaling pathways in melanoma cells. Western blotting (WB) analysis showed that treatment of B16 cells with rCL-11 (600 ng/mL) clearly increased phosphorylation of ERK, JNK, and AKT, with peak at 5 minutes, 15 minutes, and 5 minutes, respectively (Figure 6, F and G). The stimulatory effects of CL-11 on this signaling was further confirmed by repeating the experiment at optimal time points with 2 doses of rCL-11 (300 and 600 ng/mL). Results showed that rCL-11 significantly enhanced phosphorylation of ERK, JNK, and AKT (Figure 6, H and I).

The ErbB family (also known as EGFR family) of receptor tyrosine kinase is a family of 4 receptors, including epidermal growth factor receptor (EGFR, also known as ErbB-1; HER1), ErbB-2 (HER2), ErbB-3 (HER3), and ErbB-4 (HER4). Once engaged by their ligands (mainly growth factors, certain cytokines), the receptors undergo dimerization that induces its autophosphorylation, which mediates the activation of multiple downstream signaling pathways, including MAPK and PI3K/AKT, leading to cell proliferation. We therefore sought to investigate whether CL-11–mediated melanoma cell proliferation is involved in ErbB receptors. Although the expression of ErbB receptors in many types of solid tumors including melanoma has been well documented (30, 31), inconsistent findings have been reported about the expression of these receptors in cultured melanoma cells (32, 33). We therefore first examined the expression of the 4 ErbB receptors in B16 melanoma cells. EGFR, HER2, and HER3 — but not HER4 — were clearly detected by RT-PCR and WB, confirming the expression of EGFR, HER2, and HER3 receptors in B16 melanoma cells (Supplemental Figure 5, A and B). Next, we assessed whether CL-11 can activate these receptors in melanoma cells. WB analysis showed that rCL-11 induced enhancement of phosphorylation of EGFR and HER3 in B16 cells (Figure 6J) but had no effect on HER2 phosphorylation (data not shown). 

Collectively, the above results demonstrate that CL-11 can activate EGFR, HER3 and ERK, and JNK and AKT signaling and has a direct stimulatory effect on melanoma cell proliferation.

### Treatment of mice with L-fucose inhibits melanoma growth.

Having demonstrated the role of CL-11 in promoting melanoma growth by using *Colec11^–/–^* mice, we next sought to explore therapeutic potential of targeting CL-11 in melanoma growth. Previous studies in the murine model of renal IR injury have shown that treatment of mice with a soluble ligand (L-fucose) for CL-11 to block CL-11 binding to the target ligand on renal ischemic tissue could inhibit CL-11–dependent renal IR injury (34). We therefore assessed whether treatment of mice with L-fucose could inhibit melanoma growth. The first set of experiments was performed in WT mice. The L-fucose or control (saline) was administered daily by i.p. injection (starting 24 hours after the inoculation of B16 melanoma cells). Tumors were excised from the mice on day 14 after the inoculation and subjected to analysis of tumor size and weight, tumor cell proliferation, angiogenesis, and gene expression of cytokines/chemokines as described in Figures 1 and 2. Compared with the control group, mice receiving treatment with L-fucose had slowed tumor growth, which was associated with reduced number of Ki67^+^ tumor cells and expression of CD31 and VWF (Figure 7, A–F) as well as elevated intratumor mRNA levels of several cytokines/chemokines having antitumor properties (*Ifng, iNos, Il12, Ccl5, Cx3cl1, Cxcl9*) (Figure 7G). The second set of experiments was performed in WT and *Colec11^–/–^* mice; the effect of L-Fucose treatment on tumor growth was assessed and compared in the 2 groups of mice. As expected, tumor size and weight were significantly reduced in WT mice receiving treatment with L-fucose, compared with the control group. However, the reduction of tumor size and weight was not observed in *Colec11^–/–^* mice receiving treatment with L-fucose compared with the control group (Figure 7, H and I). Together, these results demonstrate that treatment of mice with L-fucose suppresses melanoma growth and the suppression is dependent on the presence of CL-11.

We also assessed whether L-fucose could inhibit CL-11–mediated melanoma cell proliferation in vitro. We first confirmed that L-fucose is able to block the binding of CL-11 to B16 melanoma cells by immunocytochemistry and flow cytometry (Figure 7, J and K). Next, we performed an EdU proliferation assay in B16 melanoma cells, which were treated with rCL-11 in the presence or absence of L-fucose for 72 hours. Proliferation rate and total cell numbers were significantly reduced by the presence of L-fucose compared with the absence of L-fucose (Figure 7L). These results demonstrate that L-fucose has an inhibitory effect on CL-11–mediated melanoma cell proliferation.

### Relevance of CL-11 to human cancer.

To evaluate the relevance of CL-11 in human cancer, we analyzed *COLEC11* gene expression in human melanomas and normal skin using 4 data sets obtained from online resources (GSE114445, GSE46517, GSE15605, TCGA SKCM, and GTEx; refs. 35–38). *COLEC11* gene expression levels were significantly elevated in melanomas compared with normal skin in all 4 data sets (Figure 8, A and B). We also analyzed *COLEC11* gene expression in primary and metastatic melanomas and found higher levels in metastatic melanomas (Figure 8C). Furthermore, we evaluated the correlation of *COLEC11* expression with survival of patients with melanoma using the data set obtained from TCGA SKCM. We categorized expression levels of *COLEC11* as high (top 25% quartile, *n* = 114) and low (low 75% quartile, *n* = 344). The survival rates in *COLEC11-*high group were lower than that in *COLEC11-*low group at 10, 25, and 30 years with 33.5% versus 41.5%, 0% versus 13.1%, and 0% versus 5.4%, respectively, though the survival rate for *COLEC11-*high group at 20 years was reversed (Figure 8D). These results indicate that *COLEC11* gene expression is upregulated in melanomas and that high *COLEC11* expression has a trend toward poor survival.

Having demonstrated that CL-11 has a stimulatory effect on murine melanoma cell proliferation, we next sought to investigate whether CL-11 has stimulatory effects on human melanoma cell and other cancer cell proliferation. EdU proliferation assays were performed in human melanoma A375 cells, renal cell carcinoma Caki cells, and 3 liver cancer cell lines (MHCC-97H, SMMC-7721, HepG2) following the stimulation with human rCL-11. Treatment with rCL-11 significantly increased cell proliferation in all cell lines we examined (Figure 8, E–I), with the most striking effects on melanoma A375 cells (Figure 8, E and F) and liver cell lines MHCC-97H and SMMC-7721 (Figure 8, H and I). These results demonstrate that, as observed in mouse melanoma cells, CL-11 has a stimulatory effect on human melanoma cell and other cancer cell proliferation.

## Discussion

CL-11 has been shown to play important roles in homeostasis and pathogenesis of diseases and is involved in various biological processes; however, its role in tumor growth is currently unknown. In the present study, we demonstrate that CL-11 plays important roles in promoting melanoma cell proliferation and tumor growth. The protumor roles of CL-11 are supported by several findings of our study, these include: (a) melanoma growth is suppressed in *Colec11*^–/–^ mice; (b) CL-11 is required for melanoma cell proliferation, angiogenesis, and establishment of more immunosuppressive TME; and (c) CL-11 induces mitogenic kinase signaling and stimulates melanoma cell proliferation in vitro.

Emerging research has suggested that TME has a big impact on the tumor progression and efficacy of ICB therapy (39, 40). Malignant cells hijack key homeostasis functions to evolve in a surrounding environment to promote their survival and growth and avoid elimination by the immune system. The TME consists of multiple cell types (e.g., lymphocytes, myeloid lineage cells, cancer-associated fibroblasts), vasculature, and soluble factors (e.g., cytokines/chemokines, proteins with different biological activities), which are located in and around the tumor. Tumors are strongly interconnected with TME; tumor cells can influence the TME by releasing extracellular molecules, while immune cells in the TME can affect the tumor growth and metastasis. In general, TME exhibits immunosuppressive features, although it could be more or less immunosuppressive. The main features could include: (a) high proportion of myeloid lineage cells and low of lymphocytes, (b) lack of cytotoxic T cell infiltrating in the tumor core, and (c) production of more cytokines having tumor-promoting properties and fewer cytokines having antitumor properties. It has been shown that more immunosuppressive TME supports malignant development (41, 42) and is associated with tumor progression (43–45), while less immunosuppressive TME is associated with a favorable prognosis for the ICB therapy (40, 46). One striking finding we made in the present study is that CL-11 has a profound effect on the TME. Results from analyses of tumor-infiltrating leukocytes demonstrate that CL-11 deficiency led to a higher lymphocytes/myeloid cells ratio and a better cytotoxic T cell infiltration in the tumor core. Results from analyzing intratumor gene expression demonstrate that CL-11 deficiency led to upregulation of genes coding for several key cytokines/chemokines having antitumor properties ( *Ifng, Nos2, Il12, Ccl5, Cxcl1, Cxcl9*) and led to downregulation of the gene coding for protumor molecule (*Arg1*). Together, these findings strongly suggest that the CL-11 plays important roles in the establishment of immunosuppressive TME, contributing to tumor growth.

The observations that CL-11 has significant influence on the TME raise an important question of how CL-11 could regulate the TME. The answer is not yet clear. There are several mechanisms by which CL-11 could influence the TME. First, CL-11 may influence the TME through its antiinflammatory property in macrophages. In a separate study, we found that treatment of peritoneal macrophages with rCL-11 upregulated IL-10 production and downregulated LPS- or IFN-γ–induced proinflammatory cytokine (TNF-α, IL-12) production (unpublished data). Second, CL-11 may indirectly influence the TME through promotion of tumor cell proliferation and tumor growth. Third, CL-11 may influence the TME through regulation of antitumor immune responses. It has been shown that CL-11 deficiency caused more severe collagen-induced arthritis, which was associated with APC overactivation and enhanced Th1/Th17 responses (15). In addition, collectins (MBL, CL-11) has inhibitory effects on T cell proliferation and activation in CD3/CD28-activated T cells (47). Therefore, one could argue that CL-11 may play a role in antitumor immune responses. However, the observation that depleting CD8 T cells did not rescue the melanoma growth in *Colec11^–/–^* mice (Supplemental Figure 6) suggests that regulation of antitumor immune responses by CL-11 may not be the primary mechanism for CL-11–dependent tumor growth, further supporting the notion that CL-11–mediated tumor cell proliferation is the primary mechanism for CL-11–dependent tumor growth. Additionally, CL-11 influences antitumor immune responses, likely through local action. In the present study, we assessed the impact of CL-11 on systemic immune responses by analyzing leukocyte subsets in the spleen and peripheral blood of B16 melanoma-bearing WT and *Colec11^–/–^* mice. There was no significant difference in the proportions of CD4 T cell, CD8 T cell, and several myeloid lineage cells between the 2 groups of mice (Supplemental Figure 7). This observation aligns with the importance of resident T cells compared with circulating T cells in tumor immunity and immunotherapy (48).

TAMs play a central role in the TME and tumor progression. Once inflammatory monocytes are recruited to the tumor site, factors in the TME drive them to differentiate into TAMs that can be further reprogramed to M1- or M2-like phenotypes; TAMs with M2-like phenotype provide a microenvironment that favors tumor growth, tumor survival, and angiogenesis, whereas TAMs with M1-like phenotypes exert antitumor functions. TAMs can secrete numerous cytokines/chemokines, growth factors, and proangiogenic factors that influence the recruitment of leukocytes, tumor growth, angiogenesis, and tumor metastasis. In the present study, we explored the impact of CL-11 on TAMs’ phenotype and its potential influence on the TME by performing RNA-Seq analysis in isolated TAMs. TAMs derived from WT mice and *Colec11*-deficient mice exhibited a striking difference in their gene expression profiles, in the context of protumor growth factors, cytokines/chemokines, and M1/M2-related molecules. Upregulation of procancer genes (*Spp1, Igf1, Plgs2, Plau, Ctsk, Areg, Hbegf, Il1a, Ilb*) was found in TAM-WT compared with TAM-KO, and this aligns with the observation that CL-11 is required for tumor cell proliferation, tumor growth, and angiogenesis. 

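All 9 procancer genes were lower in TAM-KO, with log2 fold changes from -3.05 to -1.08, and 5 passed in edgeR's quasi-likelihood test. Spp1 (NCBI gene 20750, chromosome 5), which encodes osteopontin, was the most abundant, at 1630 ± 661 FPKM (SD, n = 4) in TAM-WT and 558 ± 295 FPKM (SD, n = 4) in TAM-KO. Its log2 fold change was -1.67 with a standard error of 0.42 (adjusted p = 0.0393 from edgeR), and TAM-KO replicate 1, at 921 FPKM, lay close to TAM-WT replicate 1, at 955 FPKM. Plau (NCBI gene 18792, chromosome 14) fell from 414 ± 33.3 to 208 ± 58.6 FPKM (SD, n = 4 each), a log2 fold change of -1.10 with a standard error of 0.21 (adjusted p = 0.0203 from edgeR). Il1a fell from 22.1 ± 13.2 to 4.10 ± 2.92 FPKM (SD, n = 4 each), with an adjusted p of 0.0362 from edgeR on 3 TAM-KO libraries. For Il1a, TAM-KO replicate 1, left out of the test, was at 7.75 FPKM, above 5.85 FPKM in TAM-WT replicate 1. Igf1 and Ctsk had adjusted p of 0.0295 and 0.0437 from edgeR. Ptgs2, Areg, Hbegf and Il1b did not pass, with adjusted p of 0.0718, 0.0619, 0.0782 and 0.0829 from the same test, and each of the 4 passed without TAM-WT replicate 1. Igf1, Ctsk, Areg, Hbegf and Il1b were tested on 3 TAM-KO libraries, as Il1a was. DESeq2's Wald test called 8 of the 9 genes, while 0 passed without TAM-WT replicate 3 or without TAM-KO replicate 3, and 1 without TAM-WT replicate 4 or without TAM-KO replicate 2.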

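The chemoattractants of monocytes and macrophages, Ccl3, Ccl4, Ccl6 and Ccl12, were lower in TAM-KO and passed in edgeR's quasi-likelihood test. Ccl12 (NCBI gene 20293, chromosome 11) was at 654 ± 152 FPKM (SD, n = 4) in TAM-WT and 320 ± 100.4 FPKM (SD, n = 4) in TAM-KO, a log2 fold change of -1.12 with a standard error of 0.25 (adjusted p = 0.0295 from edgeR). Ccl6 had a log2 fold change of -1.27 and an adjusted p of 0.0305 from edgeR. Ccl4 and Ccl3 had adjusted p of 0.0357 and 0.0488 from edgeR, and each of them passed in 3 of the 8 fits that left out 1 library. Ccl3 also did not pass with DESeq2 size factors, with limma on FPKM values or with a stricter filter on counts. With the replicate number as a block, Ccl3, Ccl4 and Ccl6 did not pass. None of these 4 genes passed without TAM-WT replicate 3, TAM-KO replicate 2 or TAM-KO replicate 3. The neutrophil chemoattractants varied more between mice. Cxcl2 (NCBI gene 20310, chromosome 5) was at 912 ± 510 FPKM (SD, n = 4) in TAM-WT and 339 ± 320 FPKM (SD, n = 4) in TAM-KO, and did not pass (adjusted p = 0.188 from edgeR). Cxcl1, Cxcl3 and Ppbp had log2 fold changes of -3.38, -1.98 and -2.15 and did not pass either, with adjusted p of 0.0647, 0.105 and 0.0645 from edgeR. Cxcl9 (NCBI gene 17329, chromosome 5), a chemoattractant of T cells and NK cells, was at 19.0 ± 25.7 FPKM (SD, n = 4) in TAM-WT and 90.9 ± 51.3 FPKM (SD, n = 4) in TAM-KO (log2 fold change 2.38, standard error 0.96, adjusted p = 0.137 from edgeR). Ccl5 rose from 24.5 ± 18.8 to 66.8 ± 9.56 FPKM (SD, n = 4 each), with an adjusted p of 0.0537 from edgeR. Without TAM-WT replicate 1 the adjusted p was 0.0234 for Cxcl9 and 0.00908 for Ccl5 in the same test, and Ccl5 also passed without TAM-WT replicate 2 and without the filter on low counts. Cxcl1 and Cxcl9 were tested on 3 TAM-KO libraries.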

A relatively high expression of chemokines responsible for myeloid cell recruitment and a relative low expression of chemokines for T cell and NK cell recruitment were found in TAM-WT, whereas an opposite pattern was found in TAM-KO. These findings align with the observations that higher proportion of myeloid lineage cells and lower proportion of lymphocytes (by flow cytometry) and lower gene expression of *Ccl5* and *Cxcl9* (by RT-PCR) within melanomas from WT mice compared with melanomas from *Colec11*^–/–^ mice. Furthermore, a relatively high expression of M1-related molecules and a relative low expression of M2-related molecules were found in TAM-WT, whereas an opposite pattern was found in TAM-KO, indicating CL-11–dependent reprograming of macrophages to the M2-like phenotype. Together, our findings in TAM RNA-Seq analysis strongly suggest that CL-11 has big impact on TAM phenotype and can potentially influence tumor growth, angiogenesis and the TME.

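The MHC class II genes among the M1 markers were higher on average in TAM-KO but not beyond the spread between mice in edgeR's quasi-likelihood test. H2-Aa (NCBI gene 14960, chromosome 17) was at 495 ± 250 FPKM (SD, n = 4) in TAM-WT and 785 ± 155 FPKM (SD, n = 4) in TAM-KO, a log2 fold change of 0.64 with a standard error of 0.37 (adjusted p = 0.275 from edgeR). H2-Ab1, H2-Eb1 and H2-DMa had log2 fold changes of 0.61, 0.64 and 0.58 and adjusted p of 0.291, 0.285 and 0.201 from edgeR. These 4 genes, tested on 3 TAM-KO libraries, did not pass in any of the 8 fits that left out 1 library. Fcgr1, which encodes CD64, rose from 80.0 ± 16.6 to 118 ± 7.18 FPKM (SD, n = 4 each) and did not pass (adjusted p = 0.0963 from edgeR, and 0.0245 without TAM-WT replicate 2). Ifng was at 0.653 ± 1.23 FPKM (SD, n = 4) in TAM-WT and 4.91 ± 2.52 FPKM (SD, n = 4) in TAM-KO (adjusted p = 0.102 from edgeR), and TAM-WT replicate 1 alone was at 2.49 FPKM. Without that library the adjusted p of Ifng was 0.012 from the same test. Ifng was highest in TAM-KO replicates 2 and 3, at 7.77 and 6.11 FPKM. The T cell gene Cd8a was highest there too, at 7.95 and 6.8 FPKM. Its highest TAM-WT value, 2.16 FPKM, was in TAM-WT replicate 1 as well. T cells or NK cells carried through the sort thus stay open as a source of Ifng. Of the M2 markers that did not pass, Cd36 fell from 361 ± 60.7 to 211 ± 72.3 FPKM (SD, n = 4 each), with an adjusted p of 0.0582 from edgeR, and passed without TAM-WT replicate 2 or without TAM-KO replicate 4. Il10 fell from 27.8 ± 14.8 to 14.9 ± 7.55 FPKM (SD, n = 4 each), with an adjusted p of 0.138 from edgeR, and passed without TAM-WT replicate 1. Fcgr1, Ifng, Cd36 and Il10 were also tested on 3 TAM-KO libraries.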

In addition to the effect on the TME, another striking finding we made in the present study is that CL-11 has a direct stimulatory effect on melanoma cell proliferation. Our findings that CL-11 binds to B16 cells —and that rCL-11 in melanoma cell cultures resulted in a significant increase in cell proliferation as well as ERK, JNK, and AKT signaling — strongly support the notion that CL-11 has stimulatory effects on tumor cell proliferation. To address the question of which receptor/molecule on melanoma is responsible for the action of CL-11, we investigated a hypothesis that CL-11 induced melanoma cell proliferation via ErbB receptors. Our findings that EGFR and HER3 are expressed in B16 melanoma cells (Supplemental Figure 5, A and B), and that rCL-11 in cell cultures rapidly results in phosphorylation of EGFR and HER3 — together with the fact that EGFR and HER3 are highly glycosylated proteins containing multiple N-glycans (49), which could be potential binding sites for CL-11 — provide strong evidence to support the notion that CL-11 could mediate melanoma cell proliferation through interaction with EGFR and HER3. Although HER3 alone may not mediate signaling, it may mediate signaling through heterodimerization with EGFR as previously suggested (50). It is therefore possible that CL-11 induces intracellular signal transduction through homodimerization of EGFR and heterodimerization of EGFR and HER3 to mediate melanoma cell proliferation.

Based on our findings and literature interpretation, we propose a mechanism to describe the effects of CL-11 in promoting melanoma tumor growth (Figure 9). CL-11 in the tumor (locally synthesized and circulation-derived) can contribute to melanoma tumor growth via 2 main pathways: (a) CL-11–induced activation of mitogenic kinase signaling and stimulation of tumor cell proliferation and (b) CL-11–dependent promotion of immunosuppressive TME, characterized by high proportion of myeloid cells and low proportion of lymphocytes, lack of cytotoxic T cell infiltrating in the tumor core, increased angiogenesis, low levels of cytokines/chemokines having antitumor properties, and reprograming macrophages to M2.

In the present study, we evaluated the relevance of CL-11 in human melanomas. By analyzing *COLEC11* gene expression in human melanomas using multiple online data sets, we revealed that *COLEC11* gene expression is significantly upregulated in melanomas. It is unknown which types of cells in melanomas could be attributed to the upregulation of CL-11, as the data sets we analyzed include bulk RNA data. Survival analysis showed that high *COLEC11* expression has a trend toward poor survival, though there was no statistical significance over 30 years. It is still possible that the differential expression of the *COLEC11* gene among patients with melanoma alone does not dictate survival; instead, it is a factor that allows melanoma to originate and proliferate. We extended proliferation analysis in mouse melanoma cells to human melanoma cells. We found that CL-11 had stimulatory effects on the human melanoma cell proliferation, which is consistent with the observation in the mouse melanoma cells. In addition, ErbB receptors (EGFR, HER2, and HER3) were detected in A375 cells (Supplemental Figure 5, C and D), as they were in B16 cells. These observations suggest that the proposed mechanism of CL-11-stimulating cell proliferation in mouse melanoma cells could be operated in human melanoma cells. Therefore, although the observation of upregulation of *COLEC11* expression in human melanomas alone can be interpreted as “causative” or “consequence,” which — together with the findings that CL-11 has stimulatory effects in human melanoma cell proliferation, melanoma growth is suppressed in *Colec11^–/–^* mice, and high *COLEC11* expression has a trend toward poor survival — would support a pathogenic role for CL-11 in human melanoma. In the present study, we assessed whether the pathogenic role of CL-11 in melanomas is generalizable to other types of solid tumors. We performed proliferation assays in additional 4 human cancer cell lines, including a renal cancer cell line and 3 liver cancer cell lines, and found that CL-11 had striking effects on all the cancer cell lines (Figure 8, H–I). These findings, together with observations in mouse and human melanomas, strongly support the notion that CL-11 is a potent procancer factor in solid tumors.

In conclusion, our findings demonstrate a previously unknown role for CL-11 in promoting cancer cell proliferation and tumor growth, and they suggest that CL-11 acts mechanistically through 2 pathways, namely directly stimulating cancer cell proliferation and promoting establishment of more immunosuppressive TME, which has implications in human melanoma and other solid tumors. Targeting CL-11 has therapeutic potential in slowing or halting tumor growth.

## Methods

### Reagents.

The following antibodies were used in immunochemical staining: monoclonal rat anti–mouse CD45 (103120), CD11b (101202), and F4/80 (123102) (all from BioLegend); rat anti–mouse CD31(557355, BD Biosciences); rabbit anti-mouse CD3 (ab237721), CD8α (ab217344), VWF (ab6994), and rabbit anti–human COLEC11 (ab238585) (all from Abcam); rabbit anti–mouse H2-Ab1 (A18658, ABclonal); rat anti–mouse CD68 (FA11) (Bio-Rad); goat anti–mouse CD206(AF2535) (from R&D systems); rabbit anti–mouse Ki67 (9129, Cell Signaling Technology); Alexa Fluor 488 goat anti–rat IgG (catalog 405418), Alexa Fluor 555 goat anti–rat IgG (catalog 405420), and Alexa Fluor 647 donkey anti–rabbit IgG (catalog 406414) (all from BioLegend); and Alexa Fluor 488 goat anti–rabbit IgG (catalog 4412) and Alexa Flour 594 goat anti–rabbit IgG (catalog 8889) (both from Cell Signaling Technology). The following fluorochrome-conjugated monoclonal antibodies were used for the flow cytometry detection: FcR-blocking antibody (CD16/32, 2.4G2, BD Biosciences), FITC-conjugated anti-mouse CD3ε (catalog 100306), CD11b (catalog 101206), PE-conjugated rat anti–mouse CD8a (catalog 100708), CD4 (catalog 100407), CD19 (catalog 115508), Ly6G (catalog 127608), F4/80 (catalog 123110), PE/Cy7-conjugated anti–mouse Ly-6C Ab (catalog 128018), APC-conjugated rat anti–mouse NK-1.1 (catalog 108710), CD45 (catalog 103112), and CD25 (catalog 102012) (all from BioLegend). The following antibodies were used in signaling pathway studies: anti–phospho-ERK1/2 (Thr202/Tyr204, 197G2), anti–phospho-Akt (Ser473, D9E), anti–phospho-JNK (Thr183/Tyr185, 81E11), anti–phospho-HER1 (Tyr1068, D7A5), anti–phospho-HER2 (Tyr1221/1222, 6B12), anti–phospho-HER3 (Tyr1289, D1B5), and anti-ERK1/2, anti-Akt, anti-JNK, anti-HER1(D38B1), anti-HER2 (D8F12), anti-HER3 (D22C5), and anti-HER4 (111B2) (all from Cell Signaling Technology). Ultra-LEAF Purified anti–mouse CD8a Antibody (100763, BioLegend) was used in CD8 depletion experiments. We also used the following reagents: cell culture medium, FCS, TRIzol, Fast SYBR Green Master Mix, M-PER mammalian protein extraction reagent, BCA protein assay kit, Alexa Fluor 488 Click-iT EdU Cell Proliferation Kit (catalog C10337) and Alexa Fluor 555 Tyramide SuperBoost Kit (catalog B40933) (all from Thermo Fisher Scientific); recombinant human and murine CL-11 (endotoxin ≤ 1 EU per 1 μg of protein; Bon Opus Biosciences); BSA (endotoxin < 10 EU per 1 μg of protein), L-fucose (catalog F2262) (both from Sigma-Aldrich); and D-luciferin (R&D system). Cancer lines (B16, YUMM1.7, A375, Caki, MHCC-97H, SMMC-7721, HepG2) were from the American Type Culture Collection (ATCC).

### Mice.

Homozygous *Colec11^–/–^* mice on C57BL/6 background (25) were obtained from Mutant Mouse Resource and Research Centers (UCD, Davis, California, USA) and back-crossed onto C57BL/6 for at least 10 generations. WT littermates were used as controls. Male mice (8–10 weeks of age) were used in all experiments unless specified otherwise. All mice were maintained in specific pathogen–free conditions. Immune profiling revealed that there is no significant difference in basal levels of T cell and B cell activities and in serum cytokines between naive *Colec11^−/−^* mice and WT mice (15). The Ethics Review Committee for Animal Experimentation at Xi’an Jiaotong University approved and oversaw all mouse experiments.

### Murine s.c. tumor models.

Murine melanoma cell line B16 was cultured in DMEM with 10% FCS. Murine melanoma cell line YUMM1.7, which was derived from the *Braf^V600E^Pten*^–/–^*Cdkn2a*^–/–^ mouse model (26) that resembles human melanoma, was cultured in DMEM/F-12 with 10% FCS and supplemented with 1% nonessential amino acids. The cells were harvested and washed 3 times with PBS and resuspended in PBS. Mice were injected s.c. on 1 flank with B16 cells or YUMM1.7 cells (2.5 ***×*** 10^5^ cells in 100μL PBS/mouse). Tumor sizes were measured by callipers daily from day 6, and tumor volume (V) was calculated using the formula: V (mm^3^) = L ***×*** W^2^ ***×*** 0.5, in which L corresponds to the largest diameter (length) and W to the smallest diameter (width) of the tumor in mm, respectively. Mice were sacrificed on day 14, and tumors and spleen were excised. Tumor size and weight, tumor cell proliferation, angiogenesis, composition of tumor-infiltrating leukocytes, and intratumor gene expression were assessed. In L-fucose treatment experiment, mice were treated with L-fucose (1 g/kg) or saline daily by i.p. injection starting 24 hours after the injection of B16 melanoma cells. Single-cell suspensions of melanomas were prepared by mechanical disruption with 70 mm nylon mesh. Single-cell suspensions were used for flow cytometry and isolation of TAMs by flow sorting.

### Tumor monitoring by in vivo bioluminescence.

Mice were inoculated with luciferase-labeled B16 melanoma cells (B16-luc cells, 2.5 ***×*** 10^5^ in 100 μL PBS, s.c.) on day 0. On day 14, mice were shaved, anesthetized, and administered with 30 μg D-luciferin by i.p. injection. Bioluminescence images were acquired using the IVIS Lumina XRMS Series III (Xenogen). All images were analyzed using Living Image software (Xenogen). Average radiance (p/s/cm^2^/sr) is used to determine the tumor burden, which refers to the number of photons (p) per second that are leaving a square centimeter of tissue and radiating into a solid angle of 1 sr.

### Flow cytometric analysis.

Single-cell suspensions of tumor or spleen were prepared from melanoma-bearing mice (on d14). Cells were preincubated with FcR blocking antibody (CD16/32) and incubated with rat anti–mouse APC-conjugated CD45, NK1.1, FITC-conjugated CD3ε, CD11b, PE-conjugated Ly6G, CD8α, CD4, CD19, and PEcy7-conjugated Ly6C antibodies or the appropriate isotype control antibodies at 4°C for 20 minutes. All flow cytometric analysis was performed using Calibur Flow Cytometer (BD Biosciences) and FlowJo software.

### IHC.

OCT-embedded frozen tumor sections (4 μm) were immersed in PBS for 5 minutes and then blocked with 10% goat serum for 30 minutes at room temperature. Sections were incubated with primary antibody (e.g., rabbit anti–mouse Ki67, VWF, CD3, CD8α, and H2-Ab1; goat anti–mouse CD206; rat anti–mouse CD45, CD31, CD11b, F4/80, CD68; and rabbit anti–human COLEC11, which can cross-react with mouse Colec11) or isotype control antibody overnight at 4°C and were then incubated then with secondary antibody (e.g., Alexa Fluor 488 goat anti-rat, Alexa Fluor 555 goat anti-rat, Alexa Fluor 488 goat anti-rabbit, Alexa Flour 594 goat anti-rabbit) for 1 hour at room temperature. Nuclei were stained with DAPI. The stained sections were digitally captured and examined by a Leica confocal microscope (Leica SP8, Germany). OCT-embedded frozen tumor sections (4 μm) were immersed in PBS for 5 minutes and then blocked with 10% goat serum for 30 minutes at room temperature. Sections were incubated with primary antibody (i.e., rabbit anti–mouse Ki67, VWF, CD3, CD8α; rat anti–mouse CD45, CD31, CD11b, F4/80; and rabbit anti–human COLEC11) or isotype control antibody overnight at 4°C and then with secondary antibody (i.e., Alexa Fluor 488 goat anti-rat, Alexa Fluor 555 goat anti-rat, Alexa Fluor 488 goat anti-rabbit, Alexa Flour 594 goat anti-rabbit) for 1 hour at room temperature. Nuclei were stained with DAPI. The stained sections were digitally captured and examined by a Leica confocal microscope (Leica SP8). The Ki67^+^ cells and positively stained VWF and CD31 areas were calculated using ImageJ software (NIH), at 200***×*** magnification. The CD206^+^ or H2-Ab1^+^ cells, and fluorescence intensity of CD206 or H2-Ab1 in CD68^+^ cells was calculated using ImageJ software at 200***×*** magnification. Intensity index values of CD206 and H2-Ab1 were calculated by dividing the total fluorescence intensity of CD206 or H2-Ab1 in CD68^+^ cells by the number of total CD68^+^ cells in the given area (0.34 mm^2^) and were then normalized by setting the mean value in WT group as 1. Image capture and analysis were conducted by 2 researchers in a blinded fashion.

### RNA isolation, RT-PCR, and qPCR.

Total RNA was extracted from melanomas using TRIzol reagent. Complementary DNA (cDNA) was synthesized in a 25 μL reverse-transcription reaction mix consisting of 2 μg of total RNA, 0.5 μg Oligo(dT)_12–18_ primer, 10 mM nucleotide mixture, 25 U recombinant RNasin ribonuclease inhibitor, and 200 U M-MLV reverse transcriptase. Conventional PCR was carried out in a 25 μL volume with cDNA reflecting 0.15 μg RNA, 12.5 μL GoTaq G2 Green master mix, and 2 μM of each primer. DNA was denatured at 94°C, annealed at 60°C, and extended at 72°C, with a total of 40 reaction cycles. Amplified PCR products were electrophoresed in a 1.4% agarose gel and photographed under ultraviolet light. qPCR was performed with a DyNAmo HS SYBR Green qPCR kit and an MJ Research PTC-200 Peltier Thermal Cycler (Bio-Rad) according to the manufacturers’ instructions. Each sample was amplified in duplicate. The relative gene expression was analyzed using the 2^–ΔΔCt^ method. The control sample was a single tumor tissue from WT mice. The test samples were individual tumor tissues from both WT and *Colec11^–/–^* mice. The information for primer sequence is given in Supplemental Tables 1 and 2.

### Detection of CL-11 binding to B16 cells.

For immunochemical staining, the Tyramide SuperBoost system with streptavidin was used. B16 were seeded on coverslips in 24-well plate at a density of 1.5 ***×*** 10^5^/well and cultured for 24 hours. The cells were fixed with 4% paraformaldehyde (PFA) for 15 minutes at room temperature (but not permeabilized). The cells were then incubated in serum-free culture medium supplemented with 2% BSA alone or containing biotin rCL-11 (1,200 ng/mL) at 4°C overnight, followed by incubated with HRP-conjugated streptavidin for 1 hour at room temperature and Alexa Fluor 555 Tyramide reagent detection according to the manufacture’s instruction. The staining was examined by confocal microscope (Leica SP8). For flow cytometry, single-cell suspensions of B16 cells were incubated with 1,200 ng/mL of rCL-11 at 37°C for 1 hour. After thoroughly washing, the cells were fixed with 4% PFA for 15 minutes. The cells were then preincubated with FcR blocking antibody (CD16/32) and incubated with rabbit anti–human CL-11 antibody at 4°C for 1 hour, followed by the secondary Alexa Fluor 647 donkey anti-rabbit antibody. The stained cells were analyzed using Calibur Flow Cytometer. In some experiment, rCL-11 was incubated with L-fucose (2 mg/mL) for 30 minutes at room temperature and then applied in the assays of binding CL-11 to B16 cells as described in the above section.

### Proliferation assay.

B16, A375, or Caki cells were seeded in coverslips of a 24-well plate at a density of 2 × 10^4^/well and cultured in DMEM with 10% FCS for 24 hours. The cells were further cultured in the DMEM with 5% FCS in the presence of rCL-11 or control (BSA) for 48 hours. At the end of rCL-11 treatment, cells were incubated with serum-free DMEM containing 30 μM EdU for 1 hour and fixed in 4% PFA for 15 minutes. Incorporated EdU was detected by a Click-iT EdU Alexa Fluor 488 Imaging kit according to manufacturer’s instructions (Thermo Fisher Scientific, C10337). Pictures were taken by a Leica SP8 confocal microscope. The DAPI^+^ nuclear (representing the total cell number) and EdU^+^ nuclear (representing the proliferating cell number) were counted using ImageJ software. The proliferation rate was calculated using the following formula: proliferation rate = (EdU^+^ nuclear number/DAPI^+^ nuclear number) ***×*** 100%.

The human HCC cell lines HepG2, SMMC7721, and MHCC97H were seeded in a black 96-well plate with transparent flat bottom (3904, Corning) at a density of 6 ***×*** 10^3^/well and cultured in DMEM with 5% FCS in the presence of rCL-11 or control (BSA) for 40 hours. Cells were incubated with serum-free DMEM containing 50 μM EdU for 8 hours and fixed in 4% PFA for 15 minutes. Incorporated EdU was detected by a Click-iT EdU Alexa Fluor 488 Imaging kit according to manufacturer’s instructions. The fluorescence intensity was measured using a fluorescence plate reader (SpectraMax i3, Molecular Devices) with excitation at ~480 nm and emission at ~520 nm. The fluorescence value of the reagent blank (EdU^+^ Click-iT reaction buffer only) was subtracted from that of each sample.

### Western blotting.

B16 cells were seeded in a 6-well plate at a density of 2 × 10^6^ /well and cultured in the full medium for 24 hours. After serum starvation for 1.5 hours, B16 cells were incubated with rCL-11 or BSA at different time points and lysed using M-PER mammalian protein extraction reagent containing proteinase and phosphatase inhibitor cocktail mixture on ice. Supernatants of cell lysates were collected after centrifugation at 14,000*g* at 4°C for 15 minutes. Protein concentrations were determined by BCA protein assay kit according to the manufacturer’s instruction. Equal amounts of protein (30 μg per lane) were subjected to SDS-PAGE electrophoresis. After separation, the proteins were transferred from the gel on to PVDF membrane. The membranes were incubated with primary antibodies overnight at 4°C, followed by incubation with HRP-conjugated secondary antibody for 1 hour. Protein bands were detected using Amersham ECL Select detection reagent. Quantification of protein bands on the gel was performed by measuring the intensity of individual band using ImageJ software. The relative amount of phosphorylated protein was generated by normalization to the total protein of respective molecules.

### Sorting of TAMs.

Single-cell suspensions of tumors were resuspended in PBS containing 1% BSA and blocked with anti-CD16/CD32; they were then stained with APC-conjugated CD45 and PE-conjugated F4/80 and then sorted by BD FACS Aria II. The purity of the sorted CD45^+^F4/80^+^ cells was consistently more than 95%, as determined by flow cytometry.

### RNA-Seq analysis.

Total RNA extraction, cDNA library construction, and sequencing were performed by the Beijing Genomics Institute (Shenzhen, China) using BGISEQ-500 platform. High-quality reads were aligned to the mouse reference genome using Bowtie2. Expression levels for each of the genes were normalized to fragments per kilobase of exon model per million mapped reads (FPKM) using RNA-Seq by Expectation Maximization (RSEM). The assembled genes were annotated in Kyoto Encyclopedia of Genes and Genomes (KEGG; https://www.kegg.jp). Further analysis of annotated genes was conducted in BGI Dr. Tom platform (https://biosys.bgi.com). A combination of fold change ≥ 2 and *q* ≤ 0.05 was used to define DEGs. The heatmap was drawn by Heatmapper (51) using (fold change ≥ 1.5) DEGs in different samples. The transcriptomic data discussed in this study have been deposited in NCBI’S Gene Expression Omnibus (GEO) and are accessible through GEO series accession no. GSE193454.

### Statistics.

Data are shown as mean ± SEM, unless otherwise specified. Unpaired 2-tailed *t* test was used to compare the means of 2 groups. Paired *t* test was used to compare the means of matched pairs. One-way or 2-way ANOVA was used to compare the means of more than 2 independent groups. Patient survival was analyzed using stratified multivariate log-rank test. All the analyses were performed using GraphPad Prism 9 software, unless otherwise specified. *P* < 0.05 was considered to be significant.

### Study approval.

Animal experiments were performed according to protocols approved by the school Ethics Review Committee for Animal Experimentation in Xi’an Jiaotong University (no. 2017-411).

## Author contributions

JXW, BC, NM, and KYW conducted experiments, acquired data, analyzed data, and wrote the manuscript. WW, XD, WBC, CFL, YFG, TYD, XYM, and QY conducted experiments. ZFL contributed data interpretation, analysed data, and provided critical reading of the manuscript. WZ designed research studies and wrote the manuscript. KL designed research studies, analysed data, and wrote the manuscript. The co–first authorship order was decided considering the study is JXW’s PhD project and by flipping a coin for BC and NM.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
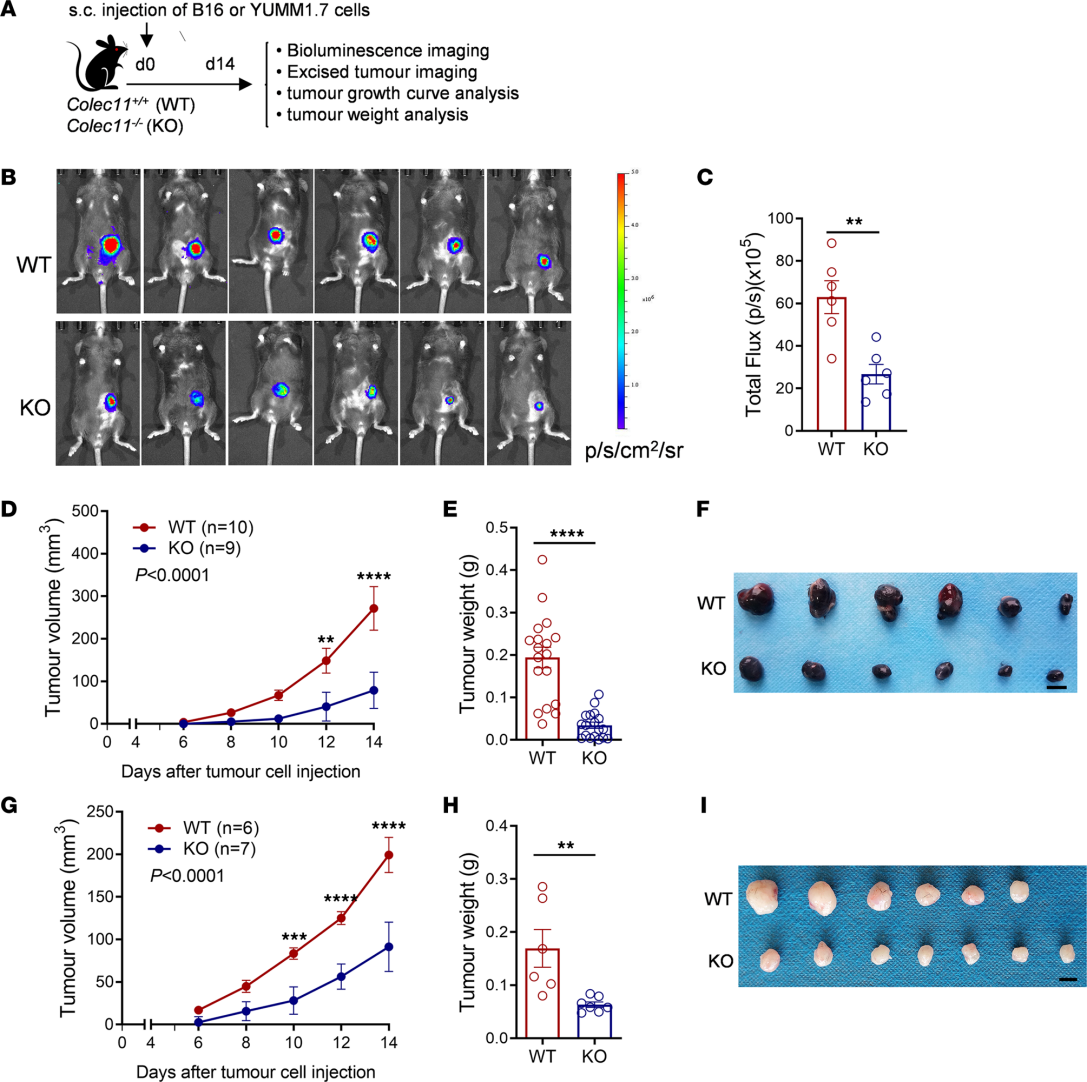
Melanoma growth is suppressed in *Colec11*^–/–^ mice. (**A**) Schematic diagram of experimental design. *Colec11^–/–^* (WT) or *Colec11^–/–^* (KO) mice received melanoma cells (luciferase-labelled B16 [B16-luc] or unlabeled B16 or YUMM1.7) by s.c. injection. (**B**) Bioluminescence images of s.c. tumors in the 2 groups of mice 14 days after injection of B16-luc cells. (**C**) Quantification of total flux (photons per second [p/s]) (the bioluminescent signal is expressed in p/s/cm2/sr in the mice shown in **B**; data are analyzed by unpaired *t* test with Welch’s correction (*n* = 6 mice per group). (**D**–**F**) B16 tumor growth. (**D**) Tumor volume (d6–d14). Data were analyzed by 2-way ANOVA with multiple-comparison test. Each symbol represents the mean of a group of mice (*n* = 9 or 10 mice/group, pooled from 2 experiments). (**E**) Tumor weight (d14). Data were analyzed by unpaired *t* test (*n* = 18 mice/group, pooled from 4 experiments). Each dot represents an individual mouse. (**F**) Images of excised tumors from the 2 groups of mice. Scale bar: 5 mm. Representative images from 2 independent experiments are shown. (**G**–**I**) YUMM1.7 tumor growth. (**G**) Tumor volume (d6–d14). Data were analyzed by 2-way ANOVA with multiple-comparison test. Each symbol represents the mean of a group of mice (*n* = 6 or 7 mice/group). (**H**) Tumor weight (d14). Data were analyzed by unpaired *t* test (*n* = 6 or 7 mice/group). Each dot represents an individual mouse. (**I**) Images of excised tumors from the 2 groups of mice. Scale bar: 5 mm. **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
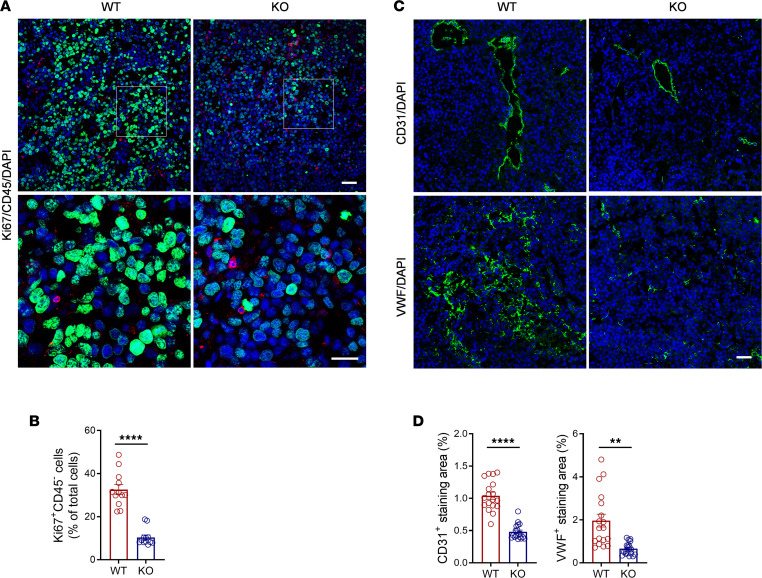
*Colec11^–/–^* mice have reduced melanoma cell proliferation and angiogenesis. Tumors excised from *Colec11^+/+^* (WT) or *Colec11^–/–^* (KO) mice (d14) were used for analysis of tumor cell proliferation, angiogenesis, and CL-11 expression. (**A**) Representative microscopy images of immunochemical staining for Ki67 (green)/CD45 (red)/DAPI (blue) in tumor core area. The bottom panel show higher-magnification images of boxed regions in the panel above. Scale bars: 50 μm (top panel), 25 μm (bottom panel). (**B**) Quantification of Ki67^+^/CD45^–^ cells corresponding to the 2 groups of mice in **A**. Data were analyzed by unpaired *t* test (*n* = 12; 3 mice, 4 image regions from each tumor section each mouse). (**C**) Representative microscopy images of immunochemical staining for CD31 (green)/DAPI (blue) or VWF (green)/DAPI (blue) in tumor core area. Scale bar: 50 μm. (**D**) Quantification of CD31- or VWF-stained areas corresponding to the WT and KO mice in **C**. Data were analyzed by unpaired *t* test (*n* = 18; 3 mice, 6 image regions from each tumor section each mouse). **P < 0.01; ****P < 0.0001.

**Figure 3:**
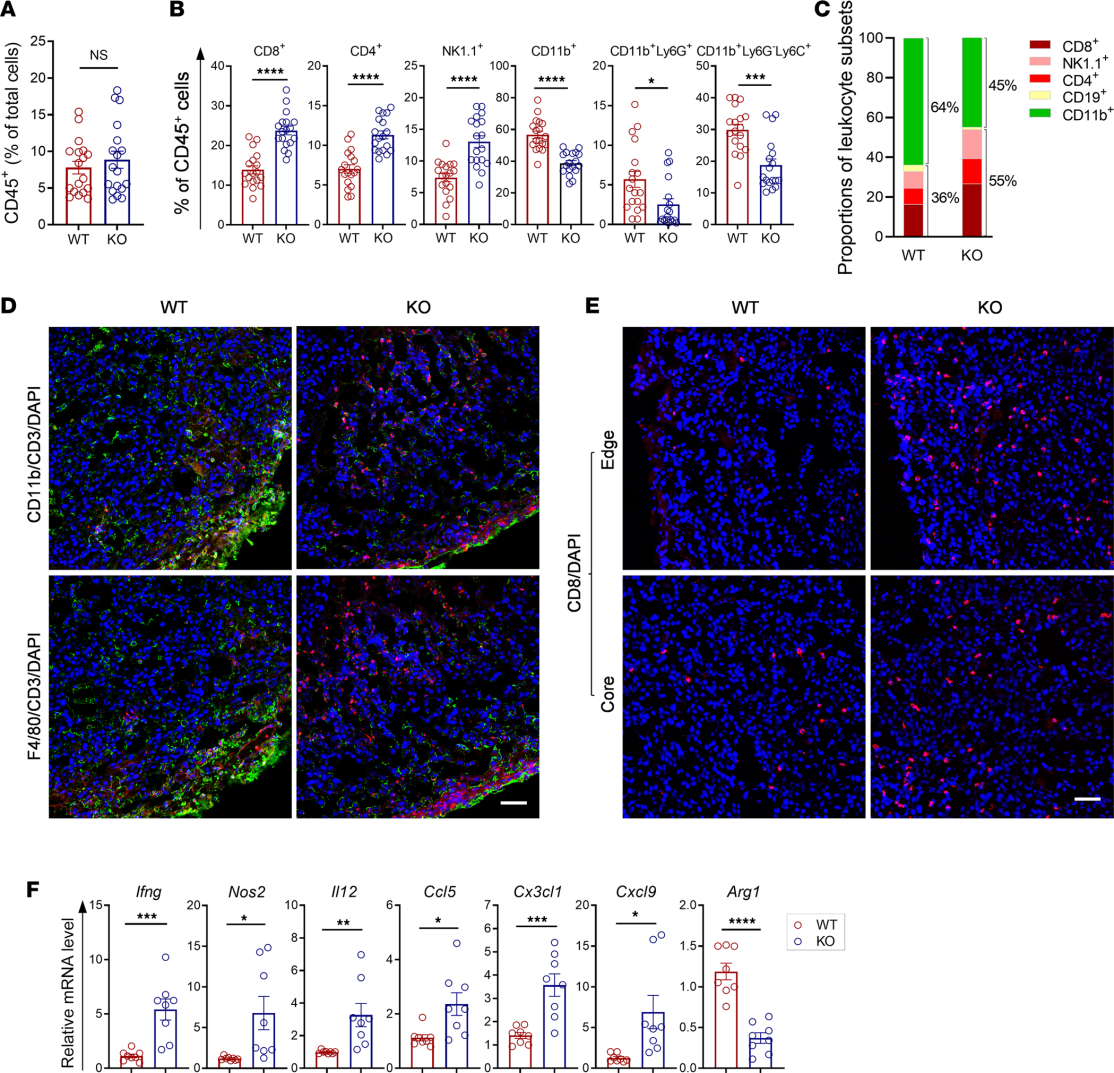
*Colec11^–/–^* mice exhibit less immunosuppressive TME. Tumors excised from *Colec11^+/+^* (WT) or *Colec11^–/–^* (KO) mice (d14) were used for analyzing TME. (**A**–**C**) Tumor infiltrates analyzed by flow cytometry. (**A**) CD45^+^ cells. (**B**) Subsets of tumor-infiltrating leukocytes analyzed by flow cytometry. Data were analyzed by unpaired *t* test (*n* = 18 mice per group, pooled from 4 experiments). Each dot represents an individual mouse. (**C**) A bar chat representing proportion of subsets in CD45^+^ cells shown in **B**. (**D**) Representative microscopy images of immunochemical staining for CD11b (green)/CD3 (red)/DAPI (blue) and F4/80 (green)/CD3 (red)/DAPI (blue). Scale bar: 50 μm. (**E**) Representative microscopy images of immunochemical staining for CD8 (red)/DAPI (blue) in tumor edge and core areas. Scale bar: 50 μm. (**F**). qPCR analysis in tumor tissues. Data were analyzed by unpaired *t* test (*n* = 8 mice per group). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
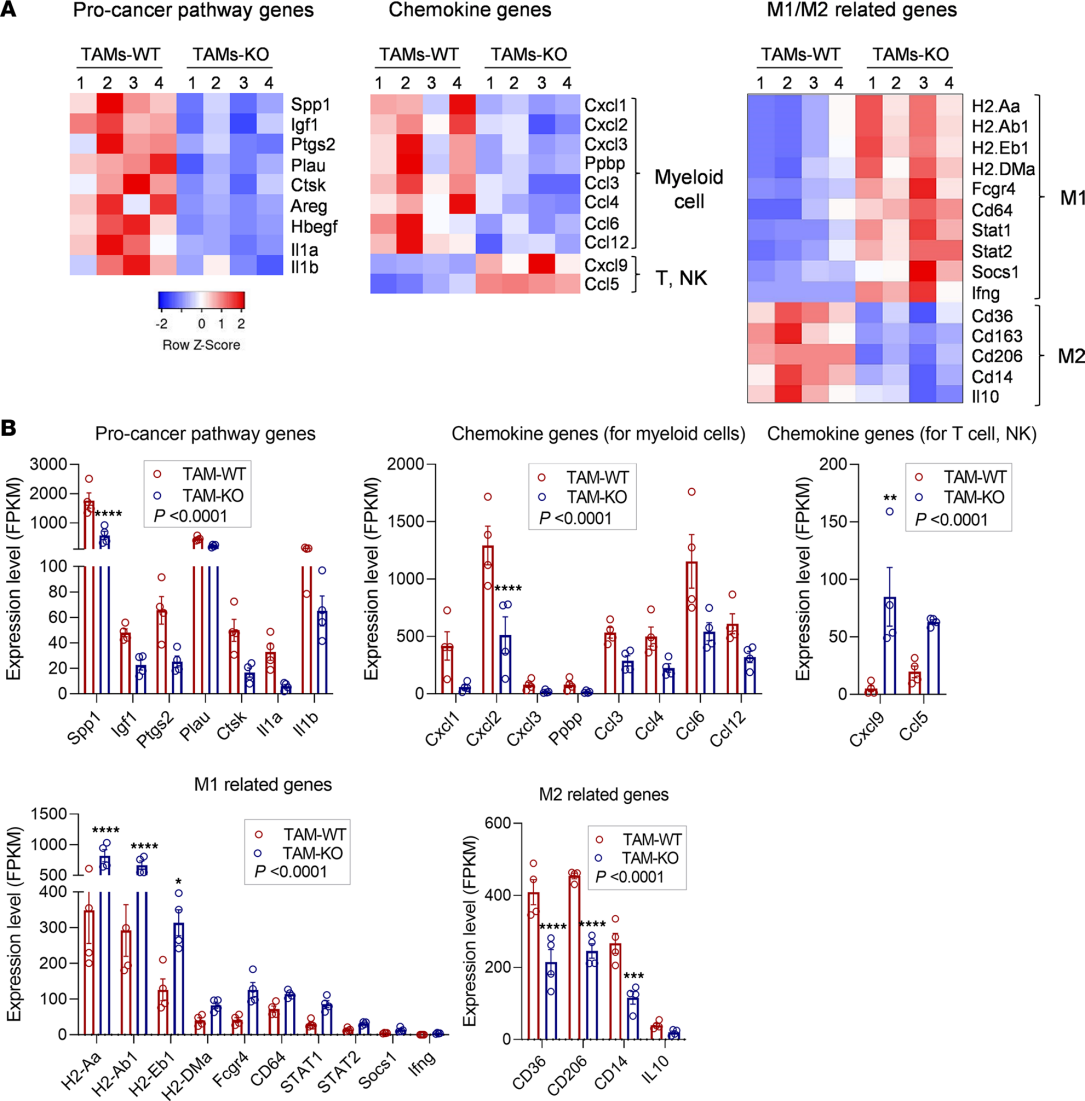
TAMs from *Colec11^–/–^* mice exhibit less immunosuppressive features. Tumors excised from *Colec11^+/+^* (WT) or *Colec11^–/–^* (KO) mice (d14) were used for analyzing TAMs phenotypes by RNA-Seq. (**A**) Heatmaps of RNA-Seq data showing genes with significant differential expression (with fold change ≥ 1.5) between TAMs (CD45^+^F4/80^+^) from WT mice (TAM-WT) and KO mice (TAM-KO). Left panel: procancer pathway genes. Middle panel: chemokine genes encoding chemokines responsible for immune cell (myeloid cell, T cell, and NK cell) recruitment. Right panel: M1/M2-related genes. (**B**) FPKM gene expression levels corresponding to the 2 groups of TAMs in **A**. Data were analyzed by 2-way ANOVA with multiple-comparison test (*n* = 4 mice/group). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 5:**
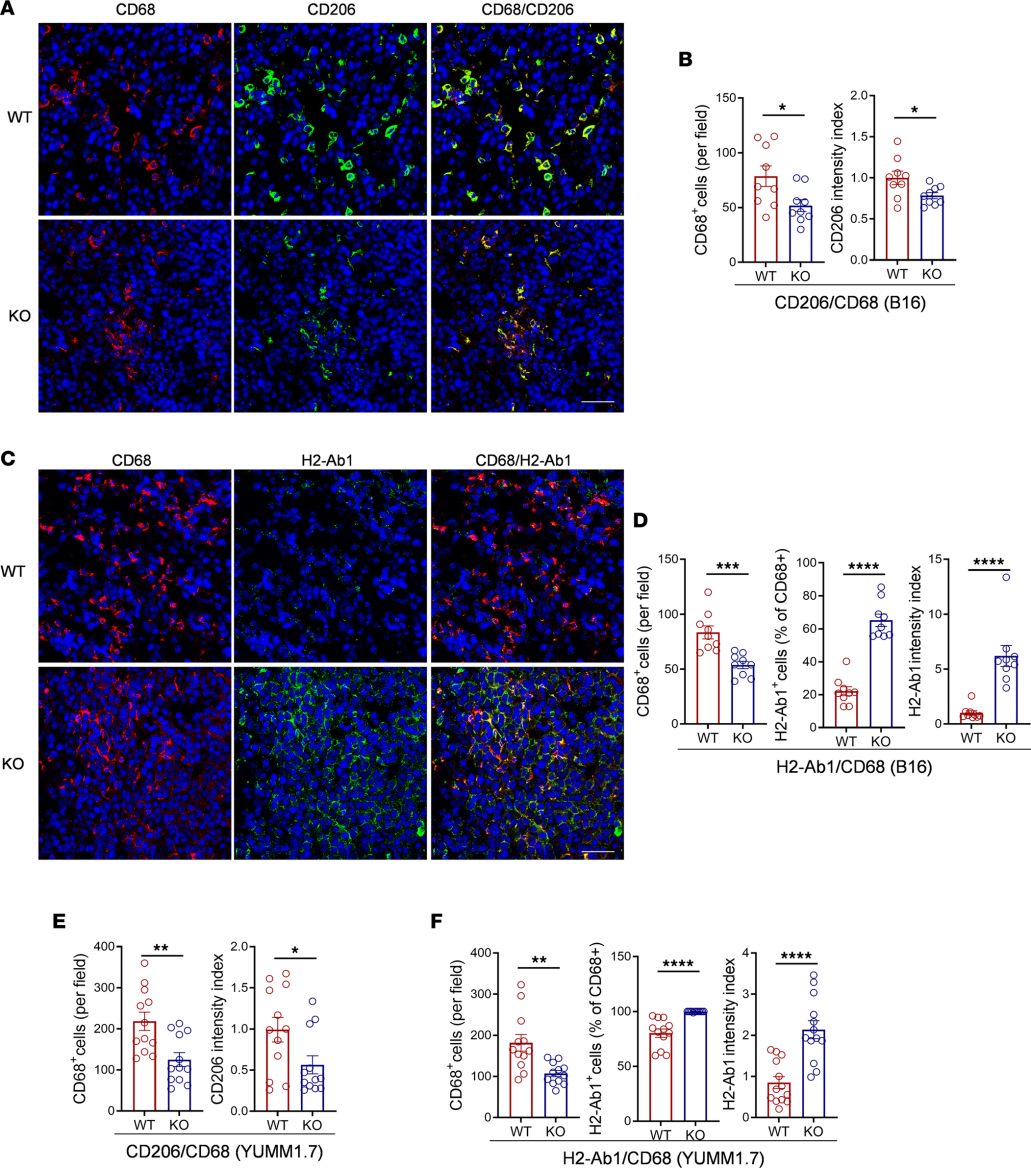
Effect of CL-11 deficiency on CD206 and MHC class II expression in TAMs. B16 or YUMM1.7 tumors excised from *Colec11^+/+^* (WT) or *Colec11^–/–^* (KO) mice (d14) were used for analyzing TAM phenotypes by IHC. (**A**–**F**) B16 Tumors. (**A**) Representative microscopy images of costaining for CD68 (red), CD206 (green), and DAPI (blue). Scale bars: 50 μm. (**B**) Quantification of total CD68^+^ cells (data are expressed as number of CD68^+^ cells per field [0.34 mm^2^]) and CD206 fluorescence intensity in CD68^+^ cells (data are presented as normalized intensity index). (**C**) Representative microscopy images of costaining for CD68 (red), H2-Ab1 (green), and DAPI (blue). Scale bars: 50 μm. (**D**) Quantification of total CD68^+^ cells, percentage of H2-Ab1^+^ cells in total CD68^+^ cells, and H2-Ab1 fluorescence intensity in CD68^+^ cells. (**B** and **D**) Data were analyzed by unpaired *t* test (*n* = 9; 3 mice, 3 image regions from each tumor section each mouse). (**E** and **F**) YUMM1.7 tumors. (**E**) Quantification of total CD68^+^ cells and CD206 fluorescence intensity in CD68^+^ cells. (**F**) Quantification of total CD68^+^ cells, percentage of H2-Ab1^+^ cells in total CD68^+^ cells, and H2-Ab1 fluorescence intensity in CD68^+^ cells. (**E** and **F**) Data were analyzed by unpaired *t* test (*n* = 12; 3 mice, 4 image regions from each tumor section each mouse). *P < 0.05; **P < 0.01; ****P < 0.0001.

**Figure 6:**
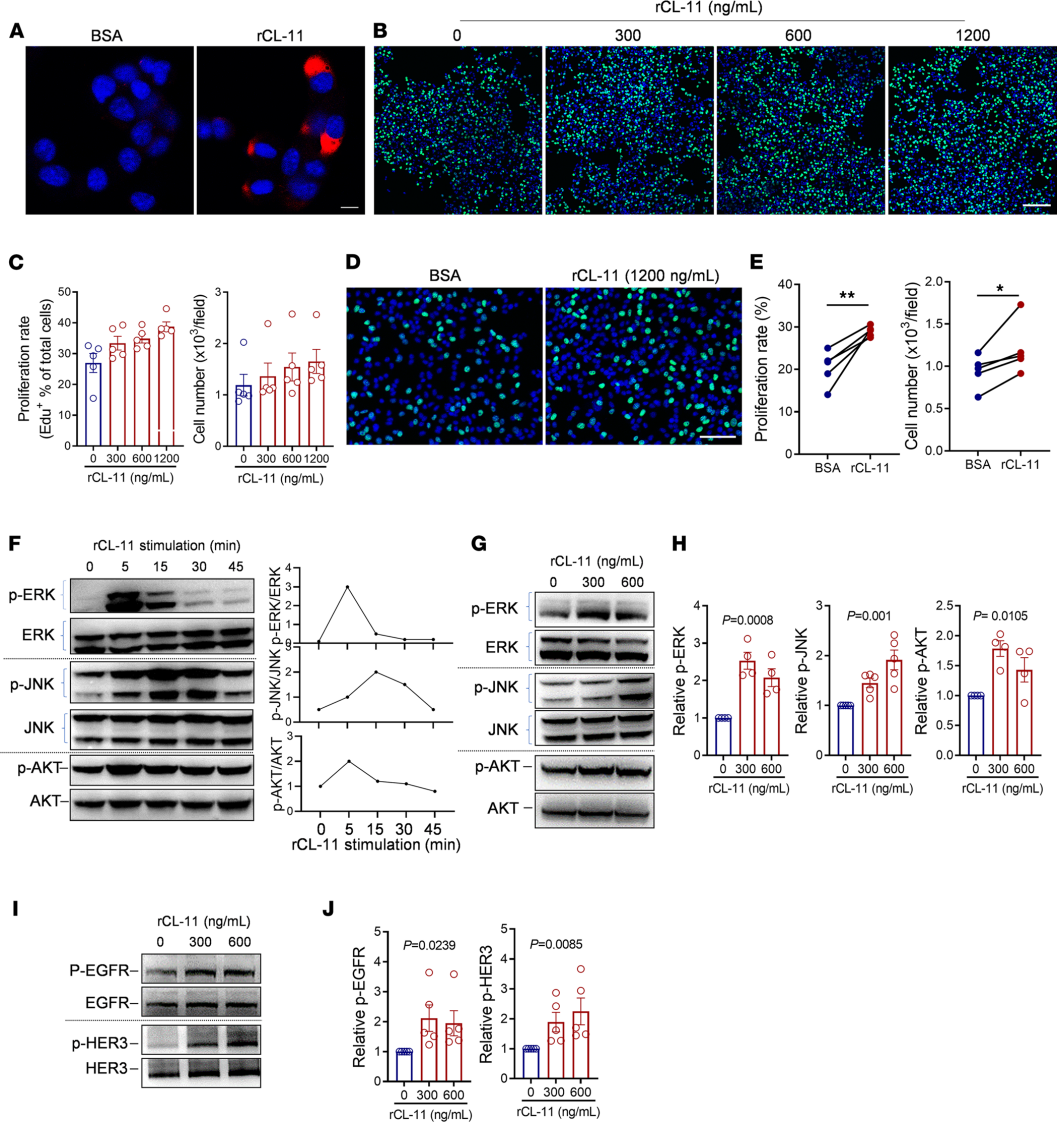
CL-11 induces mitogenic kinase signaling and stimulates melanoma cell proliferation in vitro. (**A**) Representative microscopy images showing CL-11 bound to B16 cells. CL-11 (red) and DAPI (blue). Scale bar: 10 μm. (**B**) Representative microscopy images of EdU staining in B16 cells following the treatment with rCL-11 at the indicated concentrations. EdU (green) and DAPI (blue). Scale bar: 200 μm. (**C**) Cell proliferation rate and total cell numbers corresponding to the images in **B**. **B** and **C** are representative of 2 independent experiments. Data are expressed as mean ± SEM. (**D** and **E**) Additional sets of EdU cell proliferation assay performed using 1,200 ng/mL of rCL-11. (**D**) Representative microscopy images of EdU staining. Scale bar: 100 μm. (**E**) Cell proliferation rate and total cell numbers. Data were analyzed by paired *t* test (5 individual experiments). Each dot represents the average value of the percentages or cell numbers calculated from 5 image fields at 100***×*** for each sample. (**F**) Left panel: Western blots showing total and phosphorylated ERK (p-ERK), JNK (p-JNK), and AKT (p-AKT) in B16 melanoma cells at the indicated time points following rCL-11 (600 ng/mL) stimulation. Right panel: quantification of phosphorylated proteins relative to their respective total proteins corresponding with the blots. (**G**) Representative Western blots showing total and p-ERK, p-JNK, and p-AKT in B16 melanoma cells that have been stimulated with rCL-11 at the indicated concentrations for 5 minutes. (**H**) Quantification of p-ERK, p-JNK, and p-AKT relative to their respective total proteins corresponding to the blots in **G**. (**I**) Representative Western blots showing total, p-EGFR, and p-HER3 in B16 cells following the treatment with rCL-11 for 5 minutes. (**J**) Quantification of p-EGFR and p-HER3 relative to their respective total proteins corresponding with the blots in **I**. (**H** and **J**) Data were analyzed by 1-way ANOVA (5 independent experiments). *P < 0.05; **P < 0.01.

**Figure 7:**
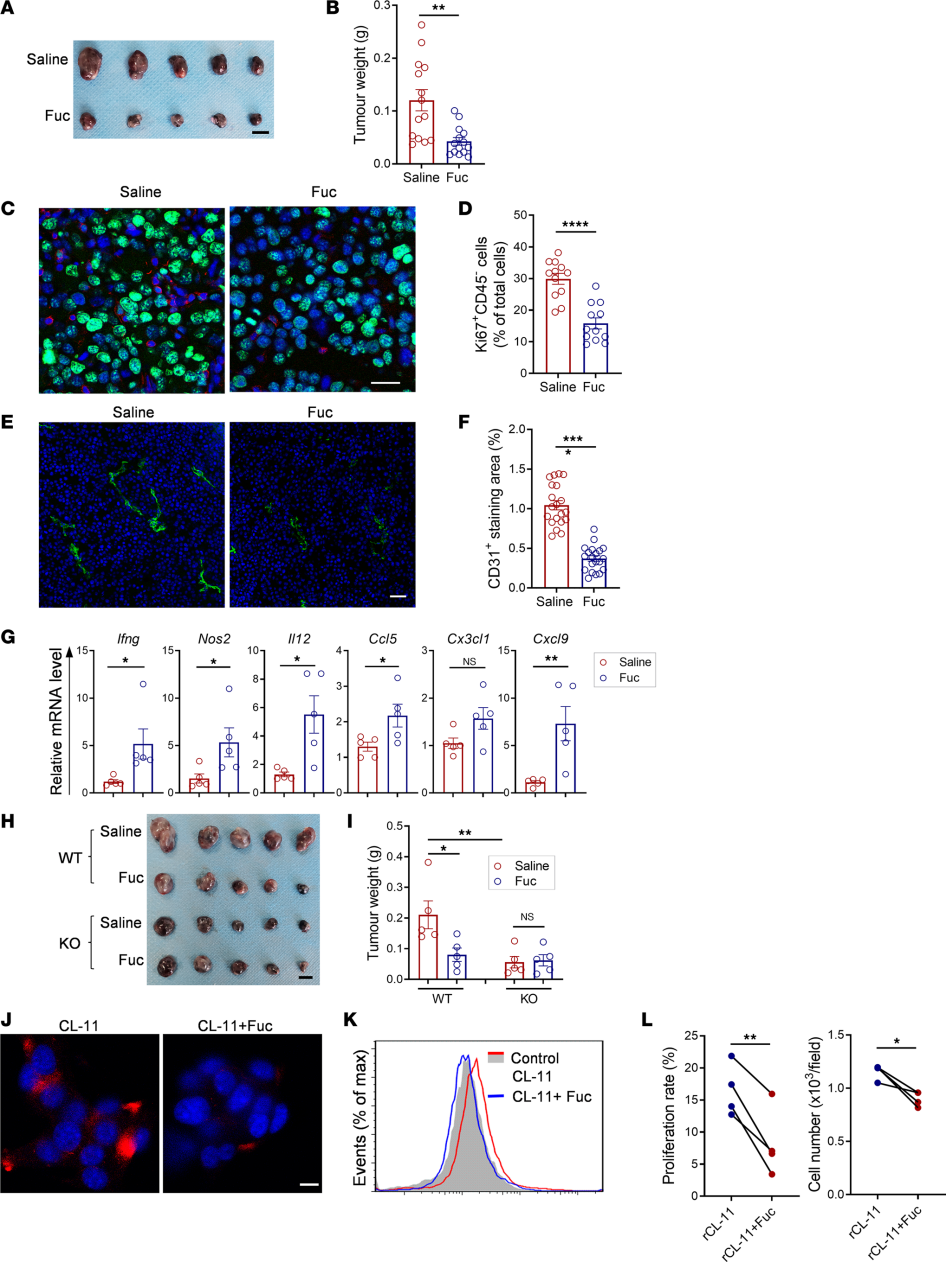
Treatment of mice with L-fucose inhibits melanoma growth. (**A**–**G**) WT mice that received treatment with saline or L-fucose (Fuc) daily by i.p. tumors were excised at d14 and used for analysis. (**A**) Representative images of tumors (*n* = 3 independent experiments). Scale bar: 5 μm. (**B**) Tumor weights. Data were analyzed by unpaired *t* test (*n* = 14 mice/group, pooled from 3 experiments). (**C**) Representative microscopy images of immunochemical staining for Ki67 (green)/CD45 (red)/DAPI (blue) in tumor core area. Scale bar: 25 μm. (**D**) Quantification of Ki67^+^/CD45^–^ cells. Data are analyzed by unpaired *t* test (*n* = 12; 4 mice, 3 fields from each tumor section). (**E**) Representative microscopy images of immunochemical staining for CD31 (red)/DAPI (blue) in tumor core area. Scale bar: 50 μm. (**F**) Quantification of CD31. Data were analyzed by unpaired *t* test (*n* = 20; 4 mice, 5 fields from each tumor). (**G**) qPCR analysis of intratumor cytokines/chemokines. Data were analyzed by unpaired *t* test (*n* = 5 mice/group). (**H** and **I**) Tumors were excised at d14 from *Colec11^+/+^* (WT) or *Colec11^–/–^* (KO) mice that received treatment with saline or Fuc daily. (**H**) Images of tumors. Scale bar: 5 μm. (**I**) Tumor weights. Data were analyzed by 1-way ANOVA with Tukey’s multiple-comparison test (*n* = 5 mice/group). **H** and **I** are representative of 2 independent experiments. (**J** and **K**) Representative microscopy images and flow cytometry histogram showing CL-11 (red) binding to B16 cells (DAPI) was blocked by Fuc (*n* = 3). Scale bar: 10 μm. (**L**) EdU proliferation assay in B16 melanoma cells following the treatment with rCL-11 or rCL-11 plus Fuc for 72 hours. Cell proliferation rate and total cell numbers were shown; each dot represents the average value of percentage of EdU^+^ cells, or cell numbers calculated from 5 image fields at 100***×*** for each sample. Data were analyzed by paired *t* test (4 independent experiments). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 8:**
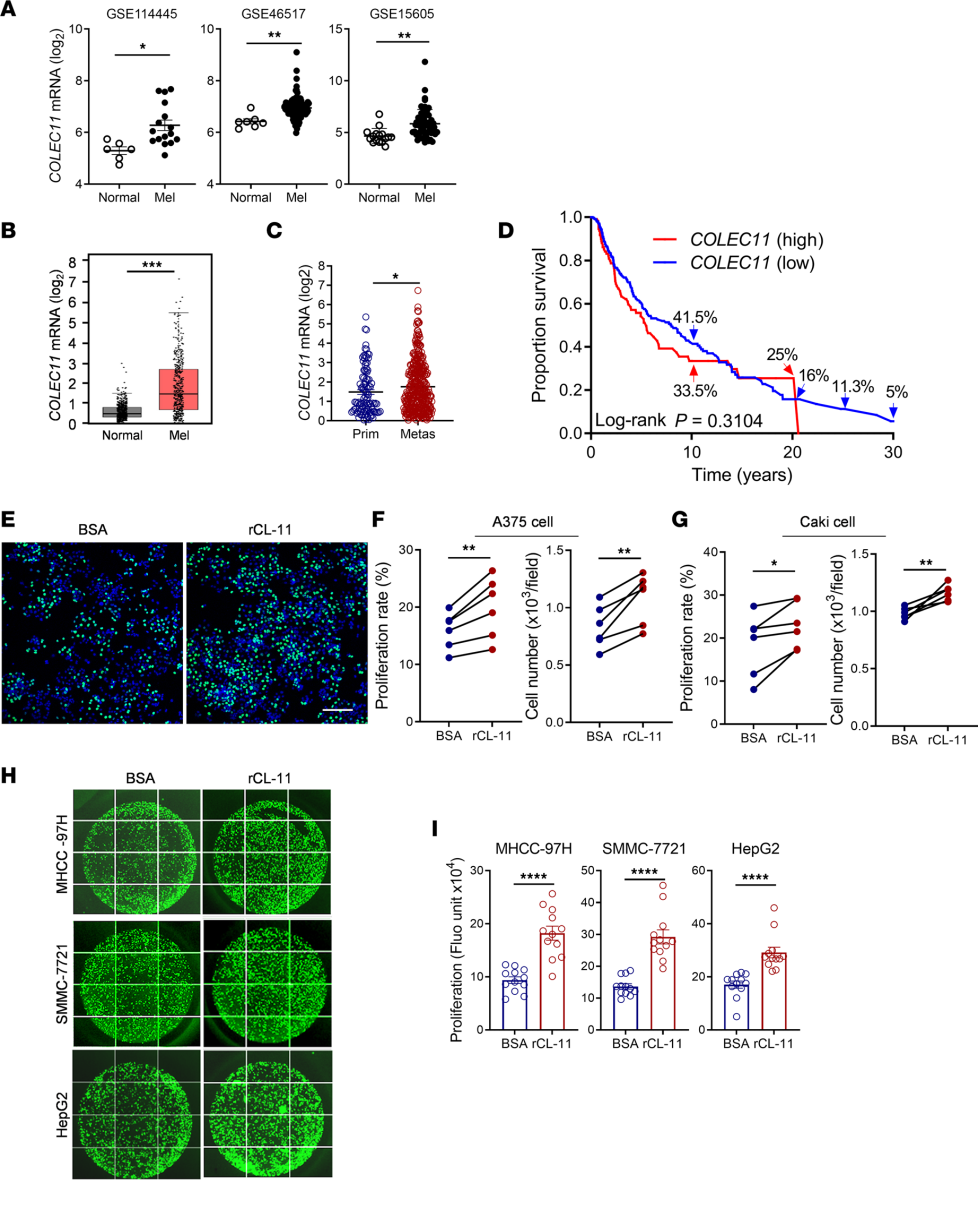
Relevance of CL-11 to human cancer. (**A** and **B**) *COLEC11* gene expression in normal human skin tissues and melanomas. (**A**) Analysis of the data from NCBI (GEO GSE114445 [normal (*n* = 6) and melanoma (*n* = 16)], GSE46517 [normal (*n* = 7), melanoma (*n* = 104)], and GSE15605 [normal (*n* = 16), melanoma (*n* = 58)]). (**B**) Analysis of the data from TCGA SKCM and GTEx (via GEPIA [normal (*n* = 588), melanomas (*n* = 471)]; ref. 38). (**A** and **B**) Data were analyzed by unpaired *t* test. (**C**) Analysis of the data obtained from TCGA SKCM (primary [*n* = 103], metastatic [*n* = 368]). Data were analyzed by Mann-Whitney *U* test. (**D**) Association of *COLEC11* overexpression with survival in patients with melanoma. Kaplan-Mayer survival curves was generated using the data obtained from TCGA SKCM. *COLEC11* expression was compared between 75% quartile (low, *n* = 344) and 25% quartile (high, *n* = 114). The survival rates at specific time points were indicated. Overall survival was analyzed using stratified multivariate log-rank test. (**E**) Representative microscopy images of EdU staining in A375 cells following the treatment with rCL-11, EdU (green) and DAPI (blue). Scale bar: 200 μm. (**F** and **G**) Quantification of cell proliferation rate and total cell numbers in A375 cells and Caki cells corresponding to the images of EdU staining. Data were analyzed by paired *t* test (6 individual experiments). (**H**) Representative images of EdU staining in 3 types of liver cancer cells (MHCC-97H, SMMC-7721, HepG2). (**I**) Quantification of cell proliferation in MHCC-97H, SMMC-7721, and HepG2 cells by measuring fluorescence intensity of EdU staining. Data were analyzed by unpaired *t* test (*n* = 12/group, pooled from 4 individual experiments). Normal, normal skins; Mel, melanomas; Prim, primary melanomas; Metas, metastatic melanomas; Fluo unit, fluorescence unit. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 9:**
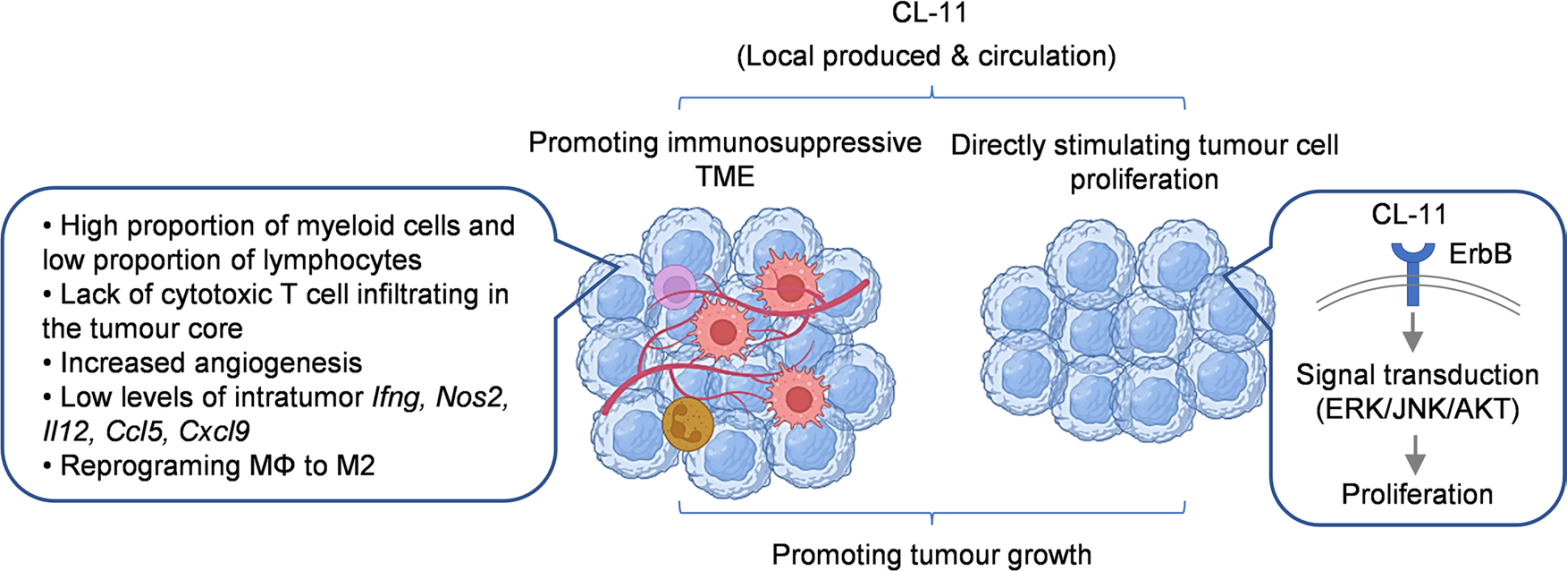
Proposed mechanism to describe the effects of CL-11 in promoting melanoma tumor growth. Based on our findings and literature interpretation, we propose that CL-11 in the tumor (locally synthesized and circulation derived) can contribute to melanoma tumor growth via 2 pathways: (a) CL-11–induced activation of mitogenic kinase signaling and stimulation of tumor cell proliferation, possibly through interaction with ErbB receptors (e.g., EGFR, HER2) on melanoma cells, and(b) CL-11–dependent promotion of immunosuppressive TME, characterized by a high proportion of myeloid cells and a low proportion of lymphocytes, lack of cytotoxic T cell infiltrating in the tumor core, increased angiogenesis, low levels of intratumor expression of cytokines/chemokines with antitumor properties (e.g., *Ifng, Nos2, Il12, Ccl5, Cxcl9*), and MΦ reprogramming to a M2 phenotype.

# Supplementary material for: Collectin-11 promotes cancer cell proliferation and tumor growth
**Source:** JCI Insight. 2023 Mar 8;8(5):e159452. doi: 10.1172/jci.insight.159452
**Supplement:** Supplemental data

**sFigure 1. Detection of CL-11 in melanoma tumours**

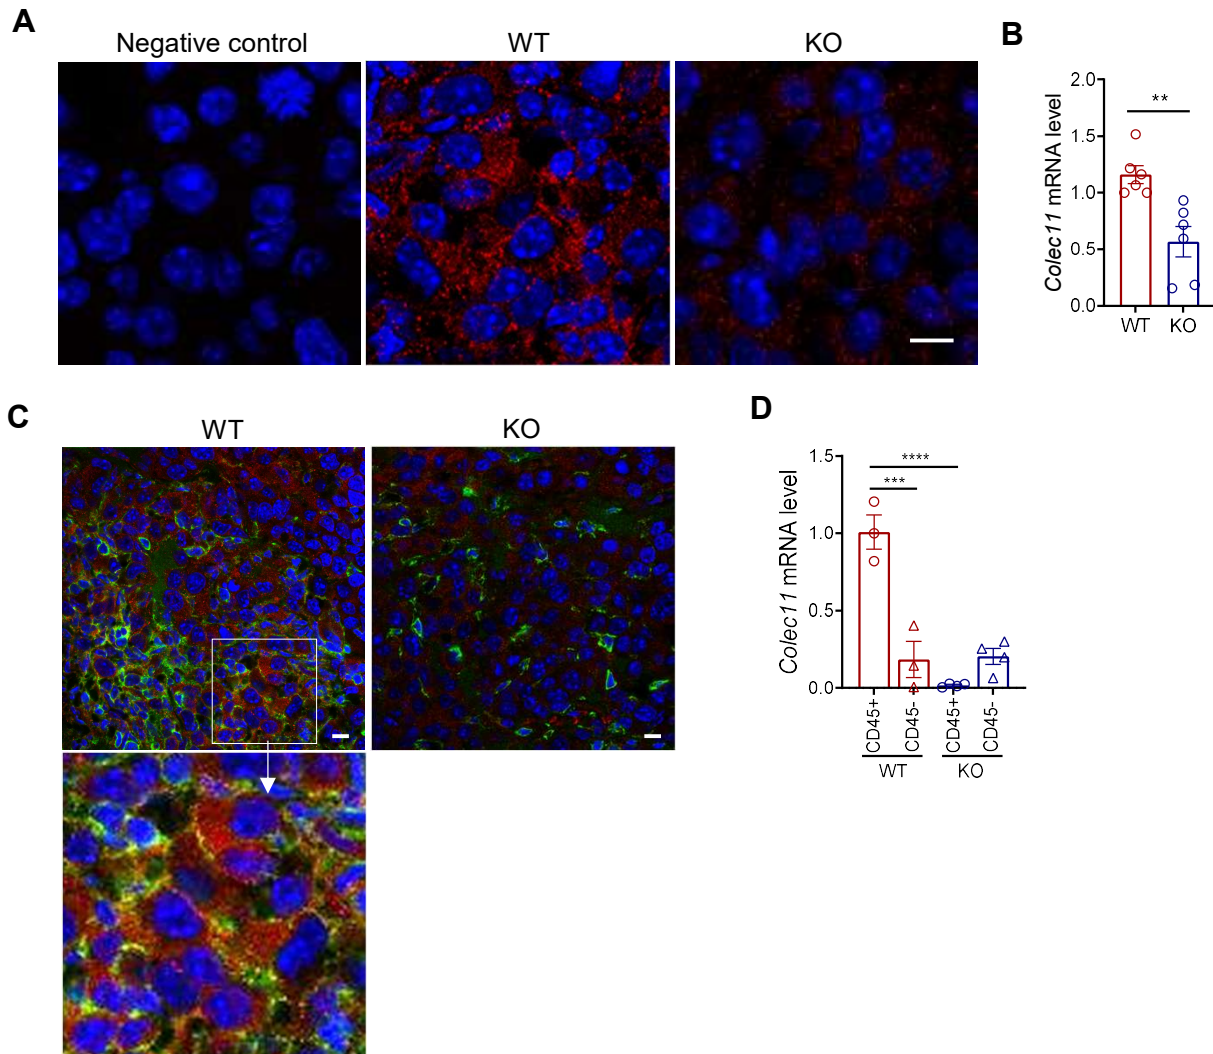

Tumours excised from *Colec11*<sup>+/+</sup> (WT) or *Colec11*<sup>-/-</sup> (KO) mice (d14) were used for analysis of CL-11 expression. **(A)** Representative microscopy images of immunochemical staining of CL-11 (red)/DAPI (blue) (n=4). Negative control: the staining was performed in 2nd antibody alone. Scale bar: 10  $\mu$ m. **(B)** RT-qPCR analysis for CL-11 mRNA in tumour tissues. Data were analyzed by Unpaired t-test (n= 6 mice/group). **(C)** Representative microscopy images of immunochemical co-staining of CL-11 (red)/CD45 (green) and DAPI (blue) (n=4). Top panel: lower magnification images. Scale bars: 10  $\mu$ m. Lower panel: a higher magnification image corresponding to the boxed region in the above image. **(D)** RT-qPCR analysis for CL-11 mRNA in isolated CD45<sup>+</sup> cells and CD45<sup>-</sup> cells from tumour tissues. Data are expressed as Mean  $\pm$  SD and were analyzed by Data were analyzed by One-way ANOVA with Tukey's multiple comparisons test (n= 3 or 4 mice/group). \*\*, P<0.01; \*\*\*\*, P<0.0001.

**sFigure 2. The proportions of CD19<sup>+</sup> B cells and CD4<sup>+</sup>CD25<sup>+</sup> cells in TME**

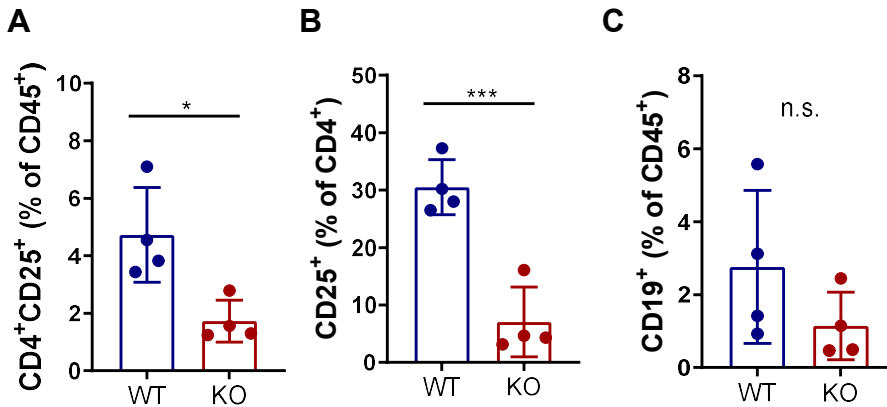

Tumours excised from *Colec11*<sup>+/+</sup> (WT) or *Colec11*<sup>-/-</sup> (KO) mice (d14) were used for analysing the population of CD19<sup>+</sup> B cells and CD4<sup>+</sup>CD25<sup>+</sup> Treg cells by flow cytometry. **(A)** The proportion of CD4<sup>+</sup>CD25<sup>+</sup> cells in CD45<sup>+</sup> cells. **(B)** The proportion of CD25<sup>+</sup> cells in CD4<sup>+</sup> T cell compartment. **(C)** the proportion of CD19<sup>+</sup>B cells in CD45<sup>+</sup> cells. Data are expressed as Mean±SD and were analyzed by Unpaired t-test (n= 4 mice per group). Each dot represents an individual mouse. \*, P<0.05; \*\*\*, P<0.001.

**sFigure 3. *Colec11*<sup>-/-</sup> mice exhibit more more CD3<sup>+</sup> infiltrates and much less CD11b<sup>+</sup> infiltrates in YUMM1.7 tumour**

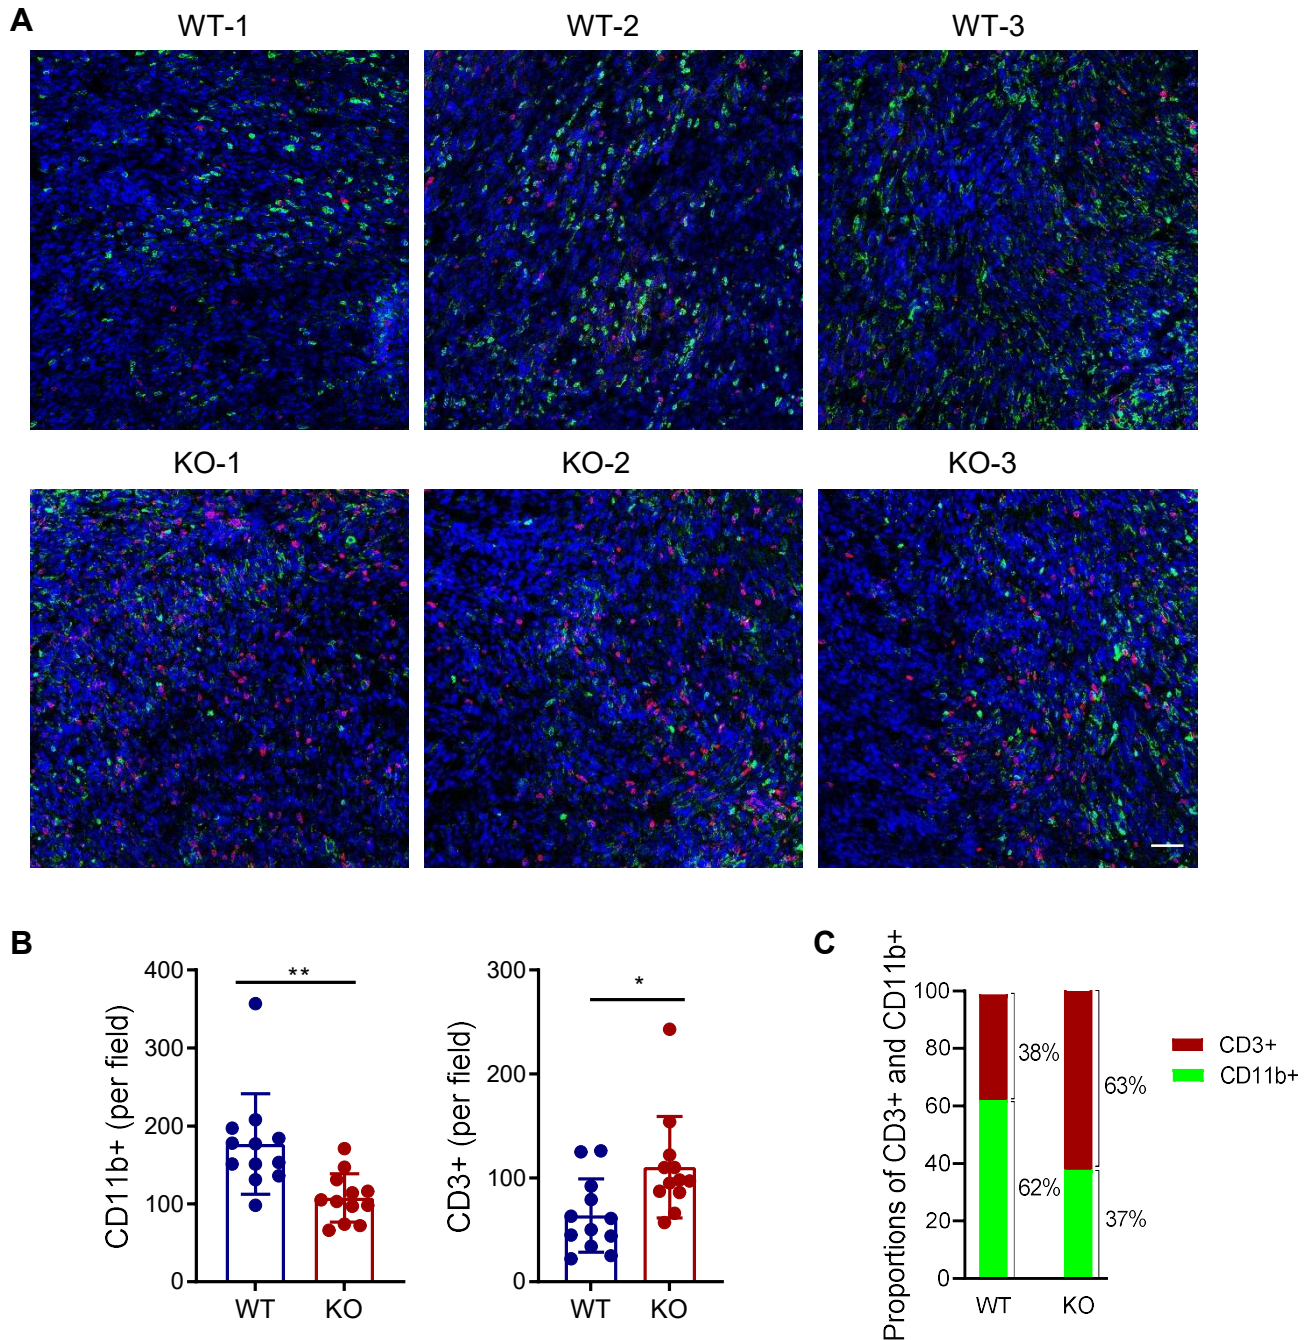

YUMM1.7 tumours excised from *Colec11*<sup>+/+</sup> (WT) or *Colec11*<sup>-/-</sup> (KO) mice (d14) were used for analysing leukocyte infiltrates by immunochemical staining. **(A)** Representative microscopy images of staining for CD11b (green)/CD3 (red)/DAPI (blue) (3 mice per group). Scale bar: 50  $\mu$ m. **(B)** Quantification of CD11b<sup>+</sup> and CD3<sup>+</sup> cells corresponding to the groups in A. Data are expressed as number of CD11b<sup>+</sup> or CD3<sup>+</sup> cells per field (0.34 mm<sup>2</sup>). Data were analyzed by Unpaired t-test (n=12, 4 fields each mouse, 3 mice per group). **(C)** A bar chart representing proportion of CD11b<sup>+</sup> and CD3<sup>+</sup> shown in A and B. \*, P<0.05; \*\*, P<0.01.

**sFigure 4. RNA-seq analysis in TAMs from WT and *Colec11*<sup>-/-</sup> mice**

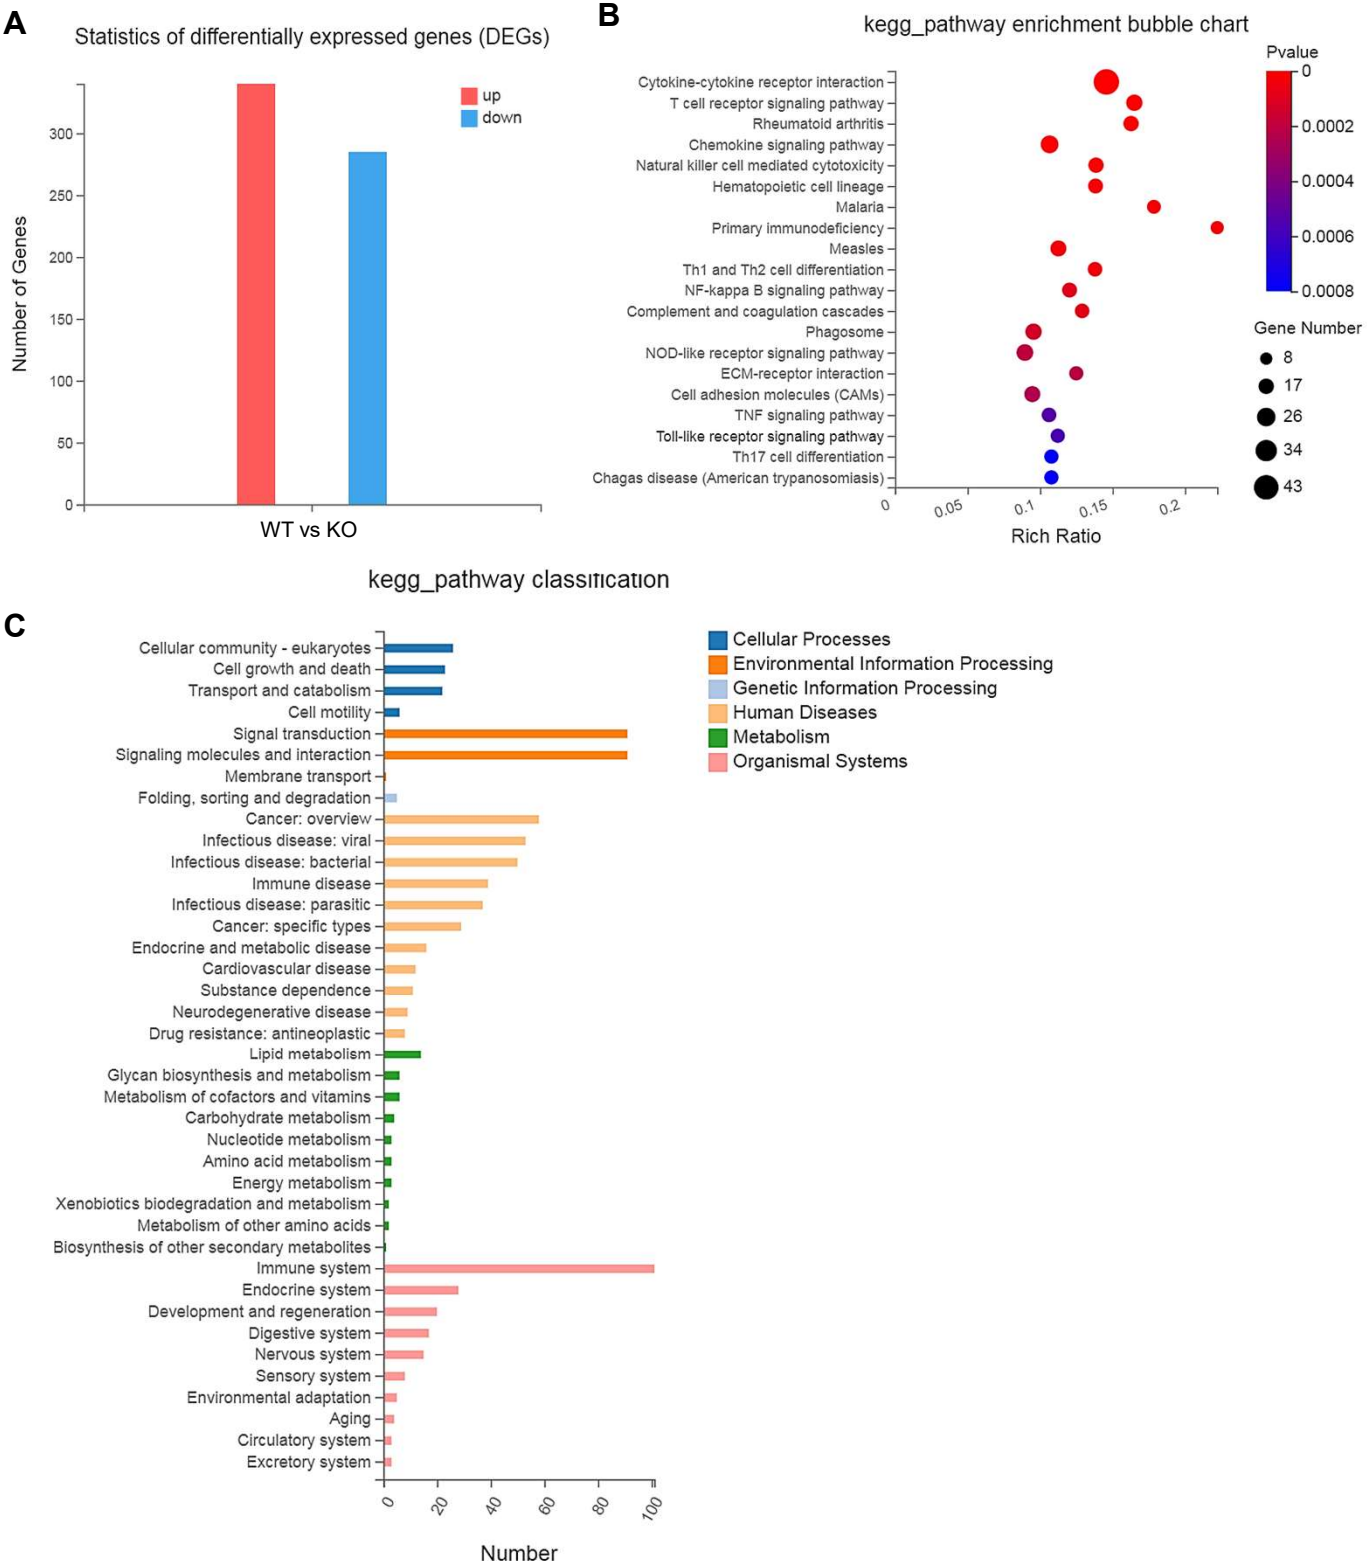

RNA-Seq analysis identified 625 differentially expressed genes (DEGs) ( $\text{Log}_2\text{FC} \geq 1$ ) between *Colec11*<sup>+/+</sup> (WT) and *Colec11*<sup>-/-</sup> (KO) mice. These DEGs are mainly classified into “Immune system”, “Signal transduction” “Signalling molecules and interaction” and “Cancer” pathways. (A) Number of DEGs. (B) KEGG pathway enrichment analysis of DEGs. (C) KEGG pathway classification analysis of DEGs.

**sFigure 5. Detection of ErbB receptors in murine and human melanoma cells**

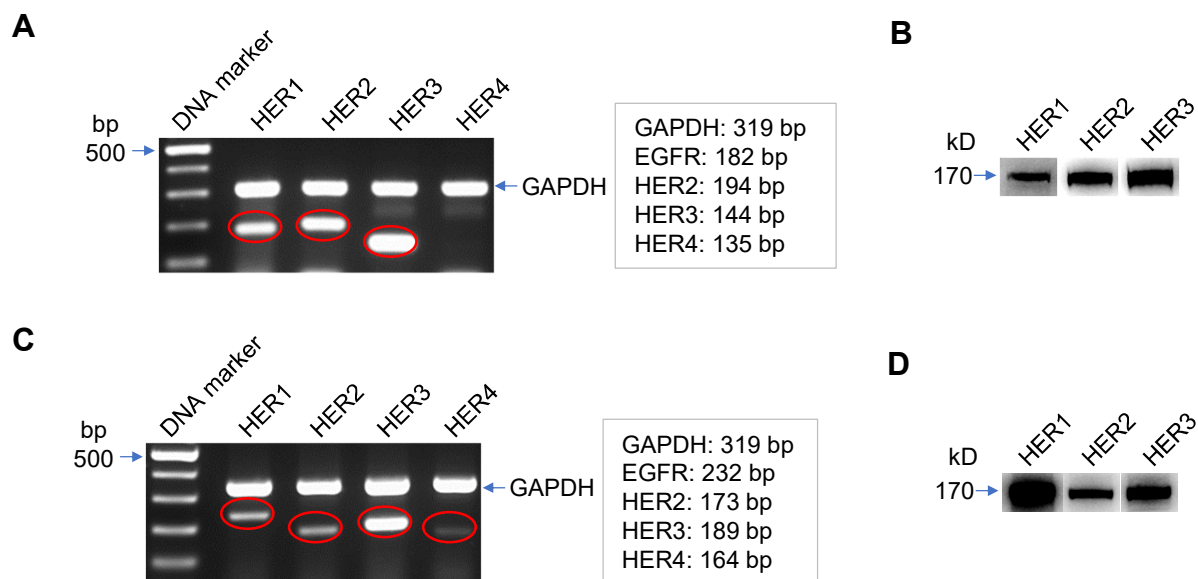

(**A, B**) Detection of ErbB receptors in cultured murine B16 melanoma cells. (**A**) RT-PCR. (**b**) Western blot. HER1, HER2 and HER3, but not HER4 were positively detected. (**C, D**) Detection of ErbB receptors in cultured human (A375) melanoma cells. (**C**) RT-PCR. (**D**) Western blot. HER1, HER2 and HER3 were positively detected. A weak expression of HER4 was also detected by RT-PCR. GAPDH was used as an internal control in PCR.

**sFigure 6. Effects of depleting CD8 T cells on melanoma growth in WT and *Colec11*<sup>-/-</sup> mice**

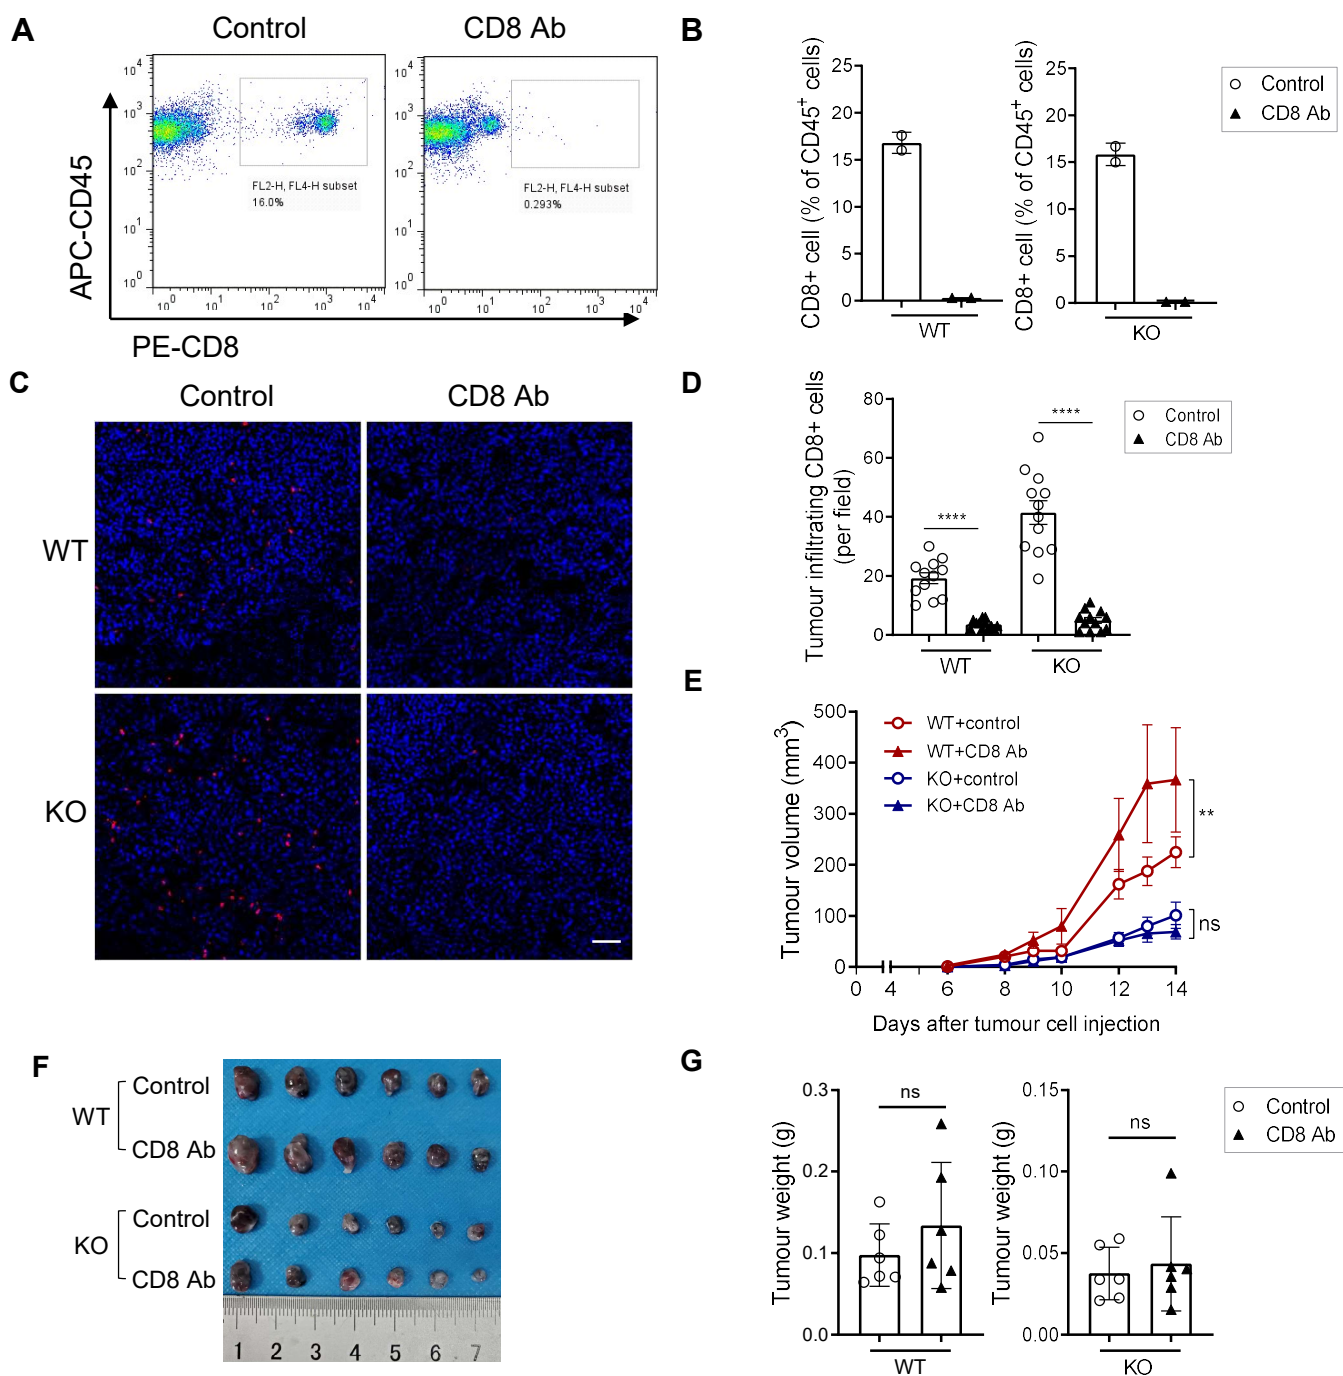

**(A, B)** Verifying the efficacy of CD8 T cell depletion in normal mice. Flow cytometry analysis of CD8<sup>+</sup> T cells in peripheral blood of normal *Colec11*<sup>+/+</sup> (WT) or *Colec11*<sup>-/-</sup> (KO) mice 24h after i.p injection of anti-murine CD8 antibody (CD8 Ab)(100 mg/mouse) or control (saline). **(A)** Representative dot plot graphs in control and CD8 Ab treated mice. **(B)** Quantification of CD8<sup>+</sup> T cells in CD45<sup>+</sup> compartment in control or CD8 Ab treated WT and KO mice (2 mice/group). **(C-G)** B16 melanoma growth in WT and KO mice treated with CD8 depleting antibody or control (saline) (by i.p injection, starting 48 h before and 0, 3, 6, 9, 12 days after the inoculation of B16 cells). **(C, D)** Tumour infiltrating CD8 T cells. **(C)** Representative images of immunochemical staining for CD8 (red)/DAPI (blue). Scale bar: 50  $\mu$ m. **(D)** Quantification of CD8<sup>+</sup>T cells. Data were analyzed by two-way ANOVA with multiple comparisons test (n=12, 3 mice, 4 field from each tumor/each mouse). **(E)** Tumour volume (d6 to d14). Data were analyzed by two-way ANOVA with multiple comparisons test. Each symbol represents the mean of a group of mice (n=6 mice/group) **(F)** images of tumours (d14) **(G)** Tumour weight (d14). Data were analyzed by Unpaired t test test (n=6 mice/group). \*\*, P<0.01; \*\*\*\* P<0.0001.

**sFigure 7. Analysis of systemic leukocytes subpopulations from B16 melanoma-bearing mice**

**A**

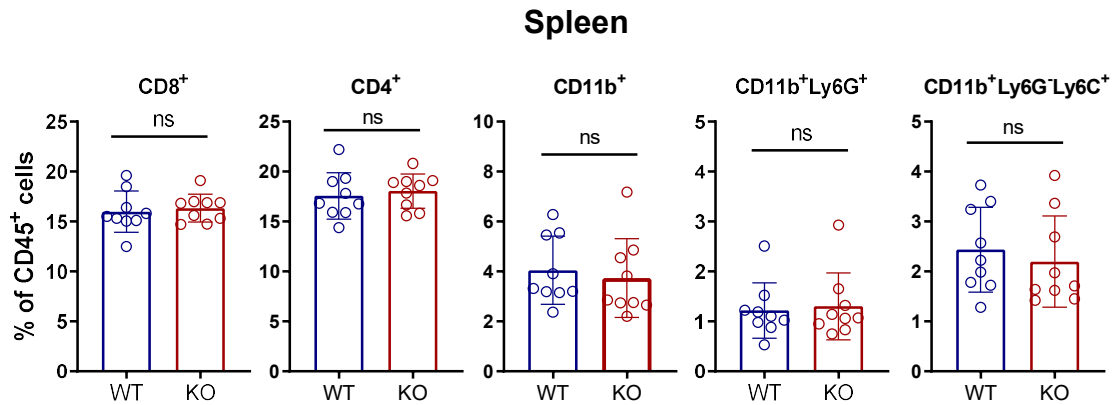

**B**

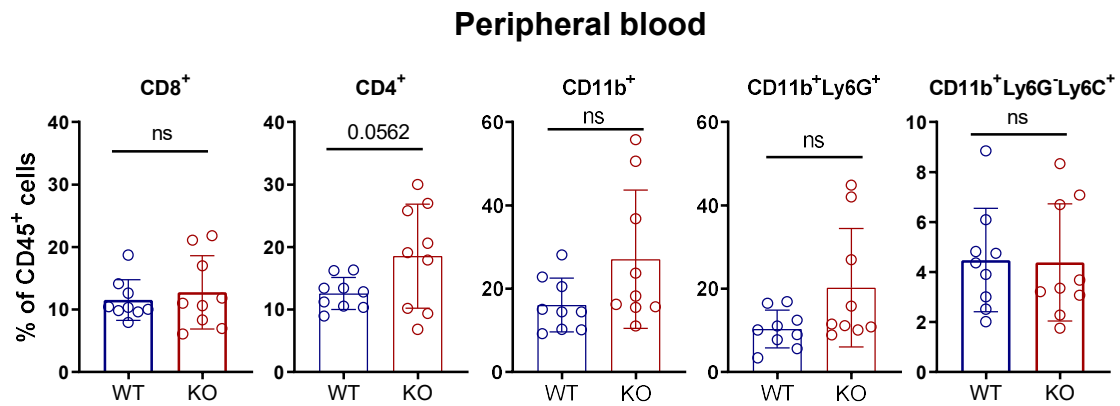

Flow cytometry analysis for subsets of leukocytes in spleen (**A**) and peripheral blood (**B**) from B16 melanoma-bearing *Colec11*<sup>+/+</sup> (WT) or *Colec11*<sup>-/-</sup> (KO) mice (on d14), showing major leukocyte populations are comparable between the KO and WT mice. All data are expressed as Mean  $\pm$  SD and were analyzed by unpaired t-test (n= 9 mice per group). Each dot represents an individual mouse.

**Supplemental Table 1****PCR primer sequences and product sizes (mouse)**

| <b>Gene id</b> | <b>Oligonucleotide Sequence (5' → 3')</b>        | <b>Product Size (bp)</b> | <b>Gene bank code</b> |
|----------------|--------------------------------------------------|--------------------------|-----------------------|
| <i>IFNG</i>    | ACAGCAAGGCGAAAAAGGATG<br>AATCTCTTCCCCACCCCGA     | 175                      | NM_008337.4           |
| <i>NOS2</i>    | GGGCAGTGGAGAGATTTTGC<br>CTCCAGAGGGGTAGGCTTGT     | 142                      | NM_001313922.1        |
| <i>IL12A</i>   | CCAGGTGTCTTAGCCAGTCC<br>GGTTTGGTCCCGTGTGATGT     | 134                      | NM_008351.3           |
| <i>ARG1</i>    | TTGTGAAGAACCCACGGTCT<br>AGATGCTTCCAAGTCCAGAG     | 129                      | NM_007482.3           |
| <i>CCL5</i>    | TGCTCCAATCTTGACGTCGT<br>GCAAGCAATGACAGGGAAGC     | 160                      | NM_013653.3           |
| <i>CXCL9</i>   | CGAGGCACGATCCACTACAA<br>GAGTCCGGATCTAGGCAGGT     | 125                      | NM_008599.4           |
| <i>CX3CL1</i>  | CTACTAGGAGCTGCGACACG<br>AAGCCACTGGGATTCGTGAG     | 198                      | NM_009142.3           |
| <i>COLEC11</i> | TGGAATAATTGGTCCCATTGGC<br>CATCTCCCCAATAGCCTTCCTC | 130                      | NM_001313978.1        |
| <i>ACTB</i>    | CACACCCGCCACCAAGTTCG<br>ACATGCCGGAGCCGTTGTC      | 70                       | NM_007393.5           |
| <i>GAPDH</i>   | GAGCGAGACCCCACTAACAT<br>GTGGCAGTGATGGCATGGAC     | 317                      | NM_001289726.1        |
| <i>EGFR</i>    | GAGTGAAGTGTCTGGTCTGCC<br>AGCCATGATCTGTCACCACG    | 182                      | NM_207655.2           |
| <i>ERBB2</i>   | CATCGTGAGAGGGACTCAGC<br>GGTAGCAGAGCTGAGGGTTC     | 194                      | NM_001003817.1        |
| <i>ERBB3</i>   | TGCTTACGGGACACAATGCT<br>TCCCATCGTAGACCTGGGTT     | 144                      | NM_010153.2           |
| <i>ERBB4</i>   | CTCTCTGACCTGGAACAGCAG<br>GACTTCTCGGATAGACCGCAG   | 135                      | NM_010154.2           |

Primer-1 is identical to the coding strand; primer-2 is complementary to the coding strand. All primer pairs sequences contain intron(s).

**Supplemental Table 2****PCR primer sequences and product sizes (human)**

| Gene id      | Oligonucleotide Sequence (5' → 3') | Product Size (bp) | Gene bank code |
|--------------|------------------------------------|-------------------|----------------|
| <i>GAPDH</i> | GAGTCCACTGGCGTCTTCAC               | 339               | NM_002046.7    |
|              | GGCAGGGATGATGTTCTGGA               |                   |                |
| <i>EGFR</i>  | GACAGGCCACCTCGTCG                  | 232               | NM_005228.5    |
|              | TCGTGCCTTGGCAAAC TTTC              |                   |                |
| <i>ERBB2</i> | AGAGGACGAGTGTGTGGGC                | 173               | NM_004448.4    |
|              | TGGCATTACATACTCCCTGG               |                   |                |
| <i>ERBB3</i> | CTTGCCTCGATGTCCTAGCC               | 189               | NM_001982.4    |
|              | GGTCACACTCAGGCCATTCA               |                   |                |
| <i>ERBB4</i> | G TTCAGGATGTGGACGTTGC              | 164               | NM_005235.3    |
|              | GCCTCCAGCACATTCTCGAT               |                   |                |

Primer-1 is identical to the coding strand; primer-2 is complementary to the coding strand. All primer pairs sequences contain intron(s).

How the deposited data were processed for this re-analysis (not part of the article)

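RNA of TAMs sorted as CD45+F4/80+ cells from B16 melanomas on day 14 was measured in 4 WT and 4 Colec11-/- mice. Samples were grouped by the genotype and replicate number in the deposited labels, and all 8 were mapped. The paper gives the platform as BGISEQ-500, the aligner as Bowtie2 and the quantification as RSEM, and its text does not name the genome build, the annotation, the tools' versions or the test behind its q-values.

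The expected counts, which RSEM estimates per gene and which need not be whole, were deposited by the authors without normalization. The FPKM values were deposited by the authors, who computed them with RSEM relative to gene length and to the mapped reads of each library. The TPM values that the authors deposited were read but enter no result. The authors' deposited table of the comparison lists 3996 genes with log2 ratios of the group means of FPKM, and with p-values and q-values; its counts are the authors'. Gene coordinates are those of the deposited tables, which round positions above 10 Mb to 3 digits, so starts and ends are not printed. Of 19860 rounded starts, 99.2% fell within their rounding of the GRCm38.p6 starts, and of 1115 unrounded starts 85.5% lay within 1 base of them, so the build is left unnamed beside gene positions.

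The table of TAM-KO replicate 1 does not list an unbroken run of 5311 of 21051 genes. At the end of that run, 1 line holds parts of 2 genes and was not used. For 629 genes without a value in the other 7 tables, TAM-KO replicate 1 has a value that belongs to the gene 5311 lines above it; 170 of these could be compared with the table of the whole series, and 170 were equal to its value for that gene. These 629 values were not used. The table of the whole series gives TAM-KO replicate 1 for 1188 of the 4214 genes missing from it, a selection of genes that differ between the groups. These values enter FPKM means, which then have n = 4, but not the test.

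The design fixed before the data were examined fitted all 8 libraries together. Because of the missing genes, genes with a value in all 8 libraries were fitted on 8 libraries and the others on 7, and p was adjusted over both sets together. Expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. DEGs had a fold change of at least 2 and an adjusted p of at most 0.05. CPM values were scaled by TMM over the 12572 genes of all 8 libraries.

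On simulated counts of 12351 genes with 199 changed genes among those tested, the test called 96.5% of changed genes and 18 unchanged genes, 5 of them as DEGs. The test of gene lists was tested on 13 simulated lists, and called the 1 raised list and 0 of the others. Changed genes were drawn among those with more counts, and genes varied independently of each other. These results are therefore not the power in the real libraries. The libraries held from 16225362 to 17280267 reads on genes, apart from TAM-KO replicate 1; fitted standard errors carry the spread between mice. A gene with at most 3 counts in every library of both groups was given no fold change.

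Genes are named in the text by a rule set before the data were examined: the 35 genes of the paper's lists, other genes the paper measures or that check labels and sex, the 2 most abundant genes of each cell type list, and the 5 DEGs of largest change in each direction with a mean CPM of at least 5 and no overlap between groups. Other genes are said to be chosen after their values were seen. KEGG pathways came from the deposited tables and were tested with the hypergeometric test of scipy 1.17.1, for pathways of at least 5 tested genes.

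Marker lists of 13 cell types and responses, written before the data were examined, were tested with fry of limma 3.58.1 on the 7 libraries that hold every gene. The design named all 8 libraries for this test, and the 7 were chosen after the missing genes of TAM-KO replicate 1 were found. The version on 8 libraries used values filled in for TAM-KO replicate 1. They were T cell, NK cell, B cell, neutrophil, dendritic cell, melanoma cell, fibroblast, endothelial cell, macrophage, monocyte, interferon gamma response, hypoxia and proliferation. DEGs within 10 Mb of Colec11 were counted with Fisher's exact test.

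The alternatives set before the data were examined were DESeq2 size factors in edgeR, DESeq2 1.42.0, limma voom with sample quality weights, limma on log2(FPKM + 1) and log2(FPKM + 0.1), no filter, at least 10 counts in every sample, a block for the replicate number, each library left out in turn, a fold change of at least 1.5, an adjusted p of at most 0.01, camera in place of fry, all annotated genes as the KEGG background, and windows of 5 and 20 Mb. DESeq2 and the limma fits ran on the genes that passed edgeR's filter. Chosen after seeing the data were a fit with TAM-KO replicate 1 filled from the table of the whole series, a fit on genes with a value in all 8 sample tables, a fit on 6 libraries, scaling to total reads, DESeq2 with the replicate block, and the marker lists on 8 libraries. Points of Fig. 4B were read by eye when the deposited values were already known. Transcripts were not tested, as the values used are per gene. The values of 1 of the 35 genes are not reported here, though counts over the lists include it.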

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

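The tests given here, of depth, marker lists, gene positions, shared variants, summed paralogs and the interferon gamma response, were chosen only after the results they bear on were seen. Each library was compared with the others of its group in 122 groups of 4 values, and 3 values stood apart from the rest of their group, where chance gives about 6.1.

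All 3 were in WT replicate 1. Ifng was at 2.49 FPKM, Cd8a at 2.16 FPKM and Gzmb at 6.55 FPKM in this library, with gaps to the nearest WT library of 0.952, 0.947 and 0.962 of the group's range. The depth of the library argues against a sampling effect, as its 16960268 reads on genes lie between those of WT replicates 3 and 2. The other 20 tested members of the T cell and NK cell lists were higher by a median of 1.35 on the log2 scale than in the other WT libraries, and 18 of them were highest in WT replicate 1 among the 4 WT libraries, where chance gives 25%. T cells and NK cells carried through the sort in larger number in this library are a candidate explanation, and a difference between the tumors of these mice, not tested, stays open.

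The 5 genes with the largest rise among DEGs without overlap are not discussed in the paper and rose the most in TAM-KO. H2ac7 and Hal had log2 fold changes of 6.94 and 6.80, and Apol9a, Apol9b and Tgtp1 of 3.92, 3.61 and 3.42. For H2ac7 and Hal, variants linked to the targeted gene are argued against by their positions on chromosomes 13 and 10, with 0 of these genes within 10 Mb of Colec11. The lowest TAM-KO library was 40.1 times the highest WT library for the gene with the smaller gap. Variants elsewhere in the genome that the KO mice share and an effect of the knockout cannot be told apart, since either may give this separation of all KO from all WT mice. H2ac7 belongs to a family of near-identical histone genes, so its level is uncertain.

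Apol9a and Apol9b are near-identical copies, as are Tgtp1 and Tgtp2, of which Tgtp2 was chosen after its values were seen. Reads moved between the copies of a pair would raise one and lower the other, which is argued against by both copies of each pair being higher in TAM-KO. The summed CPM was 2.36 ± 1.60 in TAM-WT and 31.4 ± 16.1 in TAM-KO for Apol9a and Apol9b (SD, n = 4 each), a log2 ratio of 3.74, and the log2 ratio was 2.63 for Tgtp1 and Tgtp2. No p is given, as these genes were selected for a difference between the groups. A response to interferon gamma cannot be told apart from other causes: the interferon gamma response list was higher by a median of 0.96, but its false discovery rate by fry was 0.0751. Tgtp1 passed in 4 of the 8 fits that left out 1 library.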

How the results depend on the processing

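In all, 22 fits over all genes were made: 1 as designed, 8 with another method, filter or block, 8 that each left out 1 library, and 5 chosen after seeing the data. The cause was not tested where a result moved, unless stated.

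The 314 DEGs became 310 with DESeq2 size factors, 436 with DESeq2, 359 without a filter and 362 with log2(FPKM + 0.1). With limma voom and sample quality weights there were 653 DEGs, 390 higher and 263 lower in TAM-KO. With log2(FPKM + 1) there were 200 DEGs, and 60 of them were lower. At least 10 counts in every sample left 210 DEGs and 100 higher, from fewer genes tested. A fold change of at least 1.5 gave 666 DEGs, 383 higher and 283 lower, and an adjusted p of at most 0.01 gave 17, 7 higher and 10 lower. The share of DEGs higher in TAM-KO was 55.7% as designed, 70.0% with log2(FPKM + 1), 71.0% with log2(FPKM + 0.1) and 65.9% with scaling to total reads. The median log2 fold change of all genes was shifted by 0.106 with log2(FPKM + 0.1) and by 0.089 with log2(FPKM + 1).

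Leaving out 1 library gave from 28 to 523 DEGs, from 12 to 315 higher and from 16 to 208 lower in TAM-KO. For genes tested on 3 TAM-KO libraries, leaving out KO replicate 1 changed only the adjustment of p. Without WT replicate 3, KO replicate 2 or KO replicate 3 there were 59, 32 and 28 DEGs, of which 55, 32 and 28 were among the 314. Without WT replicate 4 there were 164.

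The number of the paper's 35 genes that passed was 16 as designed, between 15 and 25 with the 8 other methods, filters and the block (25 with limma voom), and from 1 to 25 across the 8 fits that each left out 1 library. Cd163 passed in each of these 8. In each fit, every tested gene of the 35 kept the stated direction. Ccl3 no longer passed with DESeq2 size factors, log2(FPKM + 1), log2(FPKM + 0.1), at least 10 counts in every sample or the replicate block. It still passed with DESeq2, limma voom and no filter. Spp1, Ccl4, Ccl6 and Fcgr4 were also among the genes that no longer passed with the replicate block.

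Of the fits chosen after seeing the data, filling KO replicate 1 gave 308 DEGs and scaling to total reads 361, of which 292 were among the 314. Genes with a value in all 8 sample tables gave 203 DEGs, 116 higher and 87 lower, and 10 of the paper's genes, as fewer genes were tested. The 6 libraries matched to Fig. 4B gave 123 DEGs, 76 higher and 47 lower, and 7 of the paper's genes, with fewer samples.

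The replicate numbers did not pair the libraries, as same-numbered WT and KO libraries had correlations of their deviations from the group means across genes from -0.395 to 0.293. With the replicate block there were 314 DEGs, 161 higher and 153 lower, 224 of them among the 314 without it, and 16 of the paper's genes. DESeq2 with the replicate block, chosen after seeing the data, gave 402 DEGs. The block called 0 marker lists.

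Of the 13 marker lists, 0 passed a false discovery rate of 0.05 with fry and 5 had an unadjusted p of at most 0.05. Camera with its preset correlation of 0.01 called 6, and with the correlation estimated per list 0, so the preset correlation decides these calls and none of the 6 held under fry. From 0 to 2 lists passed across the fits that each left out 1 library: the T cell and NK cell lists without WT replicate 1, the melanoma cell list without WT replicate 2 and the endothelial cell list without WT replicate 4. The 7 libraries were a departure from the design, which named all 8, made after the missing genes were found. On all 8 libraries with values filled in, chosen after seeing the data, 6 passed (T cell, NK cell, melanoma cell, macrophage, monocyte and interferon gamma response). Members without a value for KO replicate 1 dropped out there, and the macrophage list passed on 2 of its 11 members. Members kept through a filled value had been selected for a difference.

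Directions turned for Nos2 (-0.0377 with limma voom, and from -0.2332 to 0.445 across the fits that each left out 1 library), for Cd22 and Gpnmb on the 6 libraries (0.025 and -0.0397), for Gpnmb across the fits that left out 1 library (from -0.0238 without WT replicate 1 to 0.1869) and for Fscn1 (from -0.0157 without KO replicate 4 to 0.5482). The median of the fibroblast list was -0.0535 with the replicate block and from -0.2242 to 0.3791 without 1 library, that of the dendritic cell list from -0.1671 to 0.1809, and that of the B cell list from -0.5211 to 0.2907. Among the named genes, 33 values across the fits that left out 1 library became called and 84 were no longer called; with the other settings these numbers were 95 and 35. KEGG pathways stayed at 2 with the other background, and the odds ratio of a DEG near Colec11 was 0.786 within 10 Mb, 0 within 5 Mb and 0.939 within 20 Mb. Colec11 in TAM-KO stayed at the floor. Transcripts were not run.

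Depth limits Colec11, Cxcl12 and Il12a, which were at or near the floor in both groups, so that a difference was not detectable. Cx3cl1 was low but above the floor, with 3 to 18 counts in TAM-WT and 8 to 11 in TAM-KO. It was not tested in the fit as designed. Its means were close, at 0.193 ± 0.130 FPKM in TAM-WT and 0.195 ± 0.0311 FPKM in TAM-KO (SD, n = 4 each).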

Differences from the paper's values

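The paper's number of DEGs is 625, against 314 from edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 (436), limma voom with sample quality weights (653), a fold change of at least 1.5 (666) and the fits without WT replicate 1 (418) or WT replicate 2 (523) came within 1.5 times of the paper's number, and the others did not. The authors' deposited table gives 494 genes at a fold change of at least 2 and a q of at most 0.05, 323 higher and 171 lower, and 260 of them are among the 314. At an unadjusted p of at most 0.05 the authors' deposited table gives 657 such genes.

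The paper's DEGs higher in TAM-KO number about 340 in Supplemental Fig. 4A, read by eye, against 175. DESeq2 (229), limma voom (390), log2(FPKM + 0.1) (257), a fold change of at least 1.5 (383) and the fits without WT replicate 1 (227) or WT replicate 2 (315) came within 1.5 times, and the other alternatives set before the data were examined did not. The paper's DEGs lower in TAM-KO number about 290 in Supplemental Fig. 4A, read by eye, against 139. DESeq2 (207), limma voom (263), a fold change of at least 1.5 (283) and the fit without WT replicate 2 (208) came within 1.5 times, and the others did not.

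The paper states a change for 35 genes, and 18 of the 34 tested did not pass in edgeR, although all moved as stated. DESeq2 called 7 of the 18 (Areg, Hbegf, Il1b, Cxcl1, Ppbp, Ccl5 and Cd36) and limma voom 9 (Ptgs2, Il1b, Cxcl1, Ppbp, Cxcl9, Ccl5, Fcgr1, Ifng and Cd36). Both FPKM pseudocounts called Ccl5, Fcgr1, Ifng and Cd36, and no filter called Ccl5. The replicate block called Areg, Hbegf, Il1b, Cxcl9, Ifng and Il10. Without WT replicate 1, 10 passed (Ptgs2, Areg, Hbegf, Il1b, Cxcl1, Ppbp, Cxcl9, Ccl5, Ifng and Il10), without WT replicate 2, 5 passed (Ptgs2, Il1b, Ccl5, Fcgr1 and Cd36), and without KO replicate 4 Cd36 passed. Of the settings chosen after seeing the values, the 6 libraries called Ccl5, Ifng and Il10, scaling to total reads called Ccl5, Fcgr1 and Cd36, and DESeq2 with the replicate block called 10 (Areg, Hbegf, Il1b, Cxcl1, Cxcl9, Ccl5, H2-DMa, Fcgr1, Ifng and Il10). Cxcl2, Cxcl3, H2-Aa, H2-Ab1 and H2-Eb1 passed in none of the 22 fits. The paper states a lower Cxcl12 in TAM-KO, which had at most 2 counts in each library. In the authors' deposited table, 32 of the 35 genes have a q of at most 0.05 in the stated direction.

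In its discussion the paper places the M1 genes higher and the M2 genes lower in TAM-WT, opposite to its results section. Here all 10 M1 genes were higher and all 5 M2 genes lower in TAM-KO. Supplemental Fig. 4B draws 20 enriched KEGG pathways, of which 2 passed the adjustment here.

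The paper gives 4 mice per group for Fig. 4B, as deposited. The points drawn there, read by eye when the deposited values were already known, matched the deposited FPKM within 8% for 16 of 18 genes in each of WT replicates 2, 3 and 4, but for 2 of 18 genes in WT replicate 1. They matched for 20, 20 and 21 of 21 genes in KO replicates 1, 3 and 4, and for 8 of 21 in KO replicate 2. Of 46 group means read from the figure, 3 were over 1.5 times apart from the deposited means and 0 were also apart by more than the SD.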

Other observations

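The tests of chance splits for the DEGs and the KEGG pathways, of the depth of the groups, of the points of Fig. 4B, of the genes with tight groups and of WT replicate 4 were chosen only after the results were seen. The others were set before, except where a gene, fit or comparison is said to have been chosen after its values were seen. The choice of 7 libraries for the marker lists was made after the missing genes of TAM-KO replicate 1 were found.

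Other splits of the 8 libraries 4 against 4 were tested in the same way. Of the 35 splits, 1, the real one, gave as many DEGs, and the next gave 35. It was also the 1 split with as many of the paper's genes called, but the study chose these genes on the same libraries, so this count says nothing about chance. As many KEGG pathways came from 2 of the 35 splits, so the number of pathways does not set the real split apart. Of the 35 splits of the 7 libraries for the marker lists, 1, the real one, gave as many lists at an unadjusted p of at most 0.05, but 3 other splits gave 1 or 2 lists at a false discovery rate of at most 0.05 where the real one gave 0.

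Technical explanations of the DEGs as a whole were tested. Reads on the shared genes differed by 0.393% between the groups (exact permutation test, two-sided p = 0.857), which argues against depth. Scaling to total reads moved the median of all genes by 0.089 and kept 292 of the 314 DEGs, which argues against a few genes taking a different share. After subtracting the trend of the fold change on gene length, 97.5% of the DEGs were still changed at least 2-fold. Of 50 tested genes within 10 Mb of Colec11, 1 was a DEG (2.00%, against 2.53% elsewhere; odds ratio 0.786, Fisher's exact test, two-sided p = 1), which argues against linked variants as the cause of the number of DEGs.

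The T cell and NK cell lists were higher in TAM-KO by medians of 2.34 and 2.59, with an unadjusted p of 0.0169 and 0.0231 and a false discovery rate of 0.0751 each by fry. Without WT replicate 1 the medians were 4.19 and 4.24, and both passed. Among their most abundant genes, Cd8a and Gzmb rose from 0.663 and 1.88 to 5.42 and 14.5 FPKM, Klrk1 rose by 1.37 and Cd28 fell by 0.87 on the log2 scale. T cells or NK cells carried through the sort cannot be told apart from a change within the sorted cells, since either may raise these lists. On all 8 libraries with values filled in, chosen after seeing the data, both lists passed at a false discovery rate of 0.0414. In that test, members kept through a value filled in for TAM-KO replicate 1 had been selected for a difference between the groups. A lower share of macrophages would raise all other cell types alike: the T cell list rose by 1.25 more than the melanoma cell list on the log2 scale, but with an exact permutation p of 0.0857 (two-sided) this stays open. The other lists had medians of -0.23 (B cell), 0.63 (neutrophil), 0.0282 (dendritic cell), 0.03 (fibroblast), 0.24 (endothelial cell), -0.26 (macrophage), 0.86 (monocyte) and 0.08 (proliferation), and the endothelial cell list had an unadjusted p of 0.0125.

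For the MHC class II genes, with a median log2 fold change of 0.62 that did not pass, B cells are argued against by Cd79a at 0.640 FPKM in TAM-KO, beside 785 FPKM for H2-Aa (Cd79a was chosen after its values were seen), although Cd79b, at 7.24 FPKM in TAM-KO, had a log2 fold change of 0.88 (adjusted p = 0.11 from edgeR); Cd22 was at 10.7 FPKM. Dendritic cells cannot be told apart from other sources, as the list's median of 0.0282 came from 5 members that rose and 5 that did not, with log2 fold changes of 0.24 for Fscn1 and -0.36 for Ccr7, the most abundant. A response to interferon gamma also stays open: the list's median was 0.96, with 12 of 12 tested genes higher, and a false discovery rate of 0.0751.

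Fewer neutrophils in the KO sort are argued against as the cause of the lower neutrophil chemoattractant and Il1 genes by the low level of the neutrophil list in TAM-WT. S100a9 was at 1.05 CPM in TAM-WT, S100a8 at 0.546 CPM and Retnlg at 0.256 CPM, beside 122 CPM for Il1b (S100a8, S100a9 and Retnlg were chosen after their values were seen). Of the most abundant members, Mmp8 fell from 30.4 to 15.1 FPKM (log2 fold change -1.22, adjusted p = 0.0603 from edgeR), as it would with fewer neutrophils, and Csf3r rose from 18.8 to 30.5 FPKM (log2 fold change 0.58, adjusted p = 0.0737 from edgeR). Less melanoma cell RNA is argued against as the cause of the lower procancer genes, as the melanoma cell list was higher in TAM-KO by a median of 0.63 (unadjusted p = 0.0429 by fry, false discovery rate 0.112). Its genes took from 0.618% to 1.16% of reads in TAM-WT and from 1.05% to 1.31% in TAM-KO replicates 2 to 4; Tyrp1 and Gpnmb, the most abundant, had log2 fold changes of 0.82 and 0.10, and Gpnmb is also expressed by macrophages. Less hypoxia stays open, with a median of -0.21 and a false discovery rate of 0.287.

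A mislabelled library was tested for WT replicate 1 and KO replicate 2. In the 144 DEGs of at least 4-fold found without WT replicate 1, this library was nearer to the WT mean in 33.3%, as a mislabelled library may be. In a second test, of genes with tight groups far apart in the other 7 libraries, it lay with the WT libraries for 33.3%, but these were only 3 genes. Against this, it was at 1.97 FPKM for H2ac7, where the TAM-KO libraries were at 91.3 FPKM or more, and at 1.03 FPKM for Hal, where they were at 85.9 FPKM or more; both genes were chosen for this comparison after their values were seen. Genotype could not be read from Colec11, and T cells and NK cells in this library are another candidate explanation, so the label was kept. KO replicate 2 was nearer to the KO mean in 100.0% of 12 such DEGs, which argues against a mislabelled library.

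The points of Fig. 4B matched WT replicate 1 for 2 of 18 genes. Other libraries drawn in place of WT replicate 1 and KO replicate 2 are a candidate explanation, found and tested on the same points.

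In a search over all genes and libraries for values apart from the other 3 of a group, WT replicate 4 gave 10 genes, WT replicate 1 gave 17, WT replicate 2 gave 3, KO replicate 1 gave 2 and the others 0. Of the 10, Apoe, C5ar1, C5ar2 and Dynlt1b were near the TAM-KO level in WT replicate 4 (508, 93.4, 0.797 and 16.6 CPM), while Hmga1b was at 229 CPM in this library and at most 0.226 CPM in the others. Hmga1 was lowest in it, at 119 CPM, as reads could have been split between both copies. Chromosome segments of another origin in this mouse may explain them: 4 pairs of these genes lay within 20 Mb of each other (permutation p = 0.0126 over 10000 random draws), but this cannot be told apart from neighbouring genes regulated together, as genes and window were chosen with the values known. For Apoe, C5ar1, C5ar2 and Dynlt1b, which were near the TAM-KO level in WT replicate 4, variants that this mouse shares with the KO mice stay open too. The genes named here for WT replicate 4 were chosen after their values were seen.

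The paper measured other genes by qPCR in whole melanomas, where TAMs are a part of the cells. In the sorted TAMs, Il12a, for which the paper lists primers, had 1 count in 1 library and 0 in the others with a value, Nos2 had a log2 fold change of 0.20 (adjusted p = 0.819) and Arg1 of -1.01 (adjusted p = 0.167). Il12b, for which the paper lists no primers, fell by 1.77 on the log2 scale (standard error 0.39, adjusted p = 0.0329 from edgeR, and up to 0.119 without 1 library, with 4 of 8 such fits passing). Cd68, which the paper stained, fell by 0.55 (adjusted p = 0.0732 from edgeR). The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were expressed in all 8 libraries, and Ddx3y fell by 0.52 (adjusted p = 0.0356 from edgeR, and up to 0.12 without 1 library, with 2 of 8 such fits passing).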
